# Cross-Species RNA-Seq Study Comparing Transcriptomes of Enriched Osteocyte Populations in the Tibia and Skull

**DOI:** 10.3389/fendo.2020.581002

**Published:** 2020-09-24

**Authors:** Ning Wang, Corinne Niger, Nan Li, Gareth O. Richards, Tim M. Skerry

**Keywords:** osteocytes, RNA-Seq, Wnt signaling, cross-species, bone remodeling

## Abstract

Local site-specific differences between bones in different regions of the skeleton account for their different properties and functions. To identify mechanisms behind these differences, we have performed a cross-species study comparing RNA transcriptomes of cranial and tibial osteocytes, from bones with very different primary functions and physiological responses, collected from the same individual mouse, rat, and rhesus macaque. Bioinformatic analysis was performed to identify 32 genes changed in the same direction between sites and shared across all three species. Several well-established key genes in bone growth and remodeling were upregulated in the tibias of all three species (BMP7, DKK1, FGF1, FRZB, SOST). Many of them associate or crosstalk with the Wnt signaling pathway. These results suggest Wnt signaling-related candidates for different control of regulatory mechanisms in bone homeostasis in the skull and tibia and indicate a different balance between genetically determined structure and feedback mechanisms to strains induced by mechanical loading at the different sites.

## Introduction

Patterning during embryogenesis accounts for the development of all the specialized tissues and organs in multicellular organisms (1). Skeletal patterning accounts for the shape and structure of different bones and their behavior during life. However, mechanical forces provide additional potent influences on most parts of the skeleton, both before (2, 3) and after birth (4). This process of skeletal adaptation tunes bone strength to prevailing functional demands, adding material above a genetically determined baseline structure that forms and is retained even in the absence of loading stimuli.

The physical demands on bones, and therefore their optimal structures vary with their site in the skeleton. These form/function relationships vary widely throughout the skeleton (5), but we can consider examples at the opposite ends of the spectrum. Long bones need to be rigid levers for efficient locomotion, while the skull provides protection for the vulnerable brain. Structure of long bones in the limbs is regulated by the loads they experience during physiological activity (6), while the skull must retain mass and strength to resist damaging events despite the absence of any significant or regular loading. We have shown that in a human subject, the peak strains experienced in the skull even under extreme physiological circumstances do not reach 1/10th of the magnitude or rate those in the tibia of the same person (7). Such low strains would be perceived as disuse in a long bone, yet skull bone integrity is retained even in wasting conditions that deplete material in other parts of the skeleton. As all the bones in the skeleton experience the same circulating milieu of hormones and nutrients, it seems therefore that site-specific differences in regulation of bone formation and resorption must exist to account for regional differences. It might be considered that any differences between the skull and long bones are related to the embryological origins of the bone at the two sites, rather than their functional differences. This is unlikely because the clavicle is an example of a bone that is formed partly through endochondral ossification (like the long bones) and partly through intramembranous ossification (like the skull). The clavicles are bones which are known to adapt to function and lose bone mass through disuse, like long bones and unlike the skull (8), suggesting that intramembranous ossification is not invariably associated with a lack of sensitivity to disuse. Furthermore, the lateral end of the clavicle, which is the part formed by intramembranous ossification is affected by a bone wasting condition that has no effect on bone mass in the skull (9).

In order to identify the biological basis for site specific regulation of bone mass and structure we have used RNA sequencing to compare the transcriptomes of samples of skull and tibial bones from three species: mouse, rat, and rhesus macaque. Others have tried to address this question in the past, using bone samples (that included bone marrow) from young rats (10, 11) and mice (12), identifying several 100 genes that appeared regulated differently between sites. The cross-species design allowed us to focus our results on what we believe are broad biological mechanisms, and resulted in only a relatively small number of differences between sites that were shared across species and are therefore likely to reflect mechanisms in humans. The method we designed was to focus attention on enriched osteocytes populations, because osteocytes are widely accepted to be the mechanosensors in bone (13), responding rapidly to mechanical loading (14), and so influencing bone formation and resorption. More importantly, evidence has suggested that osteocytes, constituting more than 90% of bone cells, use the Wnt signaling pathway involving sclerostin and Dkk1, and crosstalk with the prostaglandin pathway in response to mechanical loading (15–17). Our current study has provided further evidence to support this notion but from a site-specific differences perspective.

## Materials and Methods

### Experimental Animals

Four-month old female C57BL/6 mice (Charles River, Harlow, UK), 6-month old female Wistar rats (Charles River, Harlow, UK), and 4–6 year old female rhesus macaques (*Macaca mulatta*) were used in this study. These ages represent bones which have undergone their periods of maximum growth rate for each species, and so transcriptome analysis should not be confounded by rapid growth of the skeleton (18). Long bones (tibias) and calvariae were dissected free of soft tissue after animals were euthanased. All procedures complied with the United Kingdom Animals (Scientific Procedures) Act 1986 (PPL 40/3499).

### Bone Tissue Preparation

To obtain highly enriched populations of osteocytes, tibias of mouse and rat were cut to expose the metaphysis and centrifuged briefly to remove bone marrow (1,500 g, 30 s). Calvarial samples were obtained from the rodents with scissors, removing the sutures and avoiding any marrow spaces (diploe). Samples were obtained from the Macaque bones with a hacksaw irrigated with normal saline. All samples were dissected free of periosteum and accessible surfaces were scraped with a scalpel. They were then immersed briefly in a 1 mg/ml solution of collagenase (Sigma Aldrich) for 3–5 min at 37°C to remove any adherent surface cells. Samples were then washed in saline before being snap frozen by complete submersion in liquid nitrogen and then stored at −80°C. Bone samples were pulverized using a Mikro-Dismembrator-S (Braun Biotech International GmbH Melsungen, Germany), in which the bone is shaken in a robust PTFE mill chamber with an 8 mm tungsten carbide ball (both cooled in liquid nitrogen before use, and again after adding the bone pieces, before agitation). The mill with tissue sample was placed within the Mikro-Dismembrator-S and set to shake at 2,500 rpm for 45 s. The weight of the fine bone powder was recorded and it was stored for RNA extraction.

### RNA Extraction From Bone

One milliliter of Trizol Reagent (Ambion) was added per 125 mg of pulverized tissue (typical tissue amounts 350–500 mg); samples were incubated in Trizol reagent for 10 min at room temperature. Samples were centrifuged at 500 g for 5 min at 4°C, the supernatant was removed carefully to ensure no debris was transferred. 0.3 ml of chloroform was added to each 1 ml of Trizol reagent, the sample was thoroughly mixed and allowed to incubate at room temperature for 5 min. The samples were centrifuged at 12,000 g for 20 min at 4°C. The colorless upper phase was collected and transferred to a separate tube, to which an equal volume of 70% ethanol was added and incubated at room temperature for 10 min.

The samples were then applied to spin cartridges from TRIzol Plus RNA purification kit (Ambion) following the manufactures instructions using the optional On-Column PureLink DNase (Invitrogen) treatment step. Samples were quantified using spectrophotometry (NanoDrop Thermo) and quality measured using a Bioanalyzer (Agilent). Only RNA with a RNA integrity number (RIN) above 8 was stored in −80°C and used for RNA-Seq. Samples used for analysis were one long bone and skull pair pooled from two rats, two long bone, and skull pairs each pooled from 3 mice, and 3 long bone, and skull pairs each from individual macaques.

### Library Preparation and Sequencing

cDNA library preparation and sequencing were performed by Eurofins Genomic (Ebersberg, Germany). From the total RNA sample, poly(A)+ RNA was enriched and randomized primer was used for first strand cDNA synthesis. Sequencing was performed in the 1 × 125 bp run mode, 6 samples/channel on Illumina HiSeq 2500 and generated 30 million reads/sample on average. The %Q30 of each samples were all above 86% and detailed quality control metrics were shown in Supplementary Table 1. Complete RNA sequencing data was submitted to the Gene Expression Omnibus under accession record GSE151971.

### RNA-Seq Data Processing and Functional Gene Annotation

RNA-seq data analysis pre-processing and functional gene annotation was performed by Bioinformatics Consultants (Stockholm, Sweden). Reference genome sequences and gene annotations for Rattus norvegicus (rn6) and Mus musculus (mm10) were downloaded from UCSC. For Macaca mulatta we used the MacaM genome assembly (https://www.unmc.edu/rhesusgenechip/index.htm) and its corresponding gene annotations (19). Exons of genes with multiple isoforms were merged according to their genomic coordinates using a custom Perl script. HISAT2 (v. 2.0.5) with default settings was used for mapping the sequencing reads to each respective genome (20). Sequencing reads were then counted on gene models with the HTSeq-count program (the –s flag set to “no”) (21). Differential gene expression was analyzed with the R package edgeR v. 3.16.5 for each species/individual separately (22). Any gene with zero read counts in at least one sample was removed, in order to lower the chance of quantifying expression from genes with incomplete annotation in one or more genomes. The trimmed mean of M-values (TMM) normalization was applied to raw read counts prior to testing for differential expression (23). Finally, differential expression was defined as genes with a false discovery rate <20% and an absolute fold change higher than 1.1 (24, 25). In the heat-map plots, raw read counts were TMM normalized, and a variance stabilizing transformation was applied (26). Heat-maps were rendered with the heatmap.2 function in the gplots R package. Three-way ortholog pairs across the three genomes were determined through their gene symbols with the same direction of gene expression. For functional gene annotation analysis, gene Ontology enrichment analysis was conducted on all identified three-way ortholog pairs with GOrilla (Gene Ontology enRIchment anaLysis and visuaLizAtion tool) (27), PANTHER (protein annotation through evolutionary relationship) classification system (28), and DAVID (Database for Annotation, Visualization and Integrated Discovery) (29). Gene Set Enrichment Analysis (GSEA) (30) was also conducted with GSEA v.2.2.3, ran with MSigDB v. 5.2 (gene set definitions) (31).

## Results

### Pipeline Design

Orthologs across the three genomes were initially determined using OrthoDB (32). 

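The 12 samples were libraries of poly(A)+ RNA from bone enriched for osteocytes, the cells embedded in bone matrix, taken from the calvaria (the flat bones of the skull vault) and from the tibia (a long bone of the leg). In mouse, 2 calvaria libraries (M4 and M8) and 2 tibia libraries (M5 and M7) were each pooled from 3 animals. In rat, 1 calvaria library (R1) and 1 tibia library (R3) were each pooled from 2 animals, so rat values have no replicates. In rhesus macaque, 3 calvaria libraries (G1, G3 and T1) and 3 tibia libraries (G2, G4 and T2) each came from 1 animal. The paper gives an age of 4 months for the mice, 6 months for the rats and 4 to 6 years for the macaques, whereas the sample labels give 4 to 6 months for the macaques. The paper states that skull and long bone were paired within animals or pools, but its text and the labels do not name the pairs. All mouse and rat libraries were sequenced on lane 3 and all macaque libraries on lane 4, so a difference between macaque and the rodents cannot be separated from the lane, the genome or its annotation. The authors mapped the reads with HISAT2 and counted them on the merged exons of each gene with HTSeq-count, without regard to strand. The raw counts were analysed here, and the normalized CPM that the authors give beside them were not used. Reads counted on genes numbered 15573952 in M4 and 13934813 in M8 for mouse calvaria, and 16826535 in M5 and 14527497 in M7 for mouse tibia. Rat calvaria had 14255423 reads on genes and rat tibia 12233256. Macaque calvaria had between 8362272 and 9337917 (median 8624606), and macaque tibia between 7951585 and 10342459 (median 8132971). The depth that the paper states is that of the sequenced reads, and the values here use the reads counted on genes. Genes were joined across species by their symbols in upper case. Of 13982 symbols found in all 3 species, the 10536 with at least 1 read in some library of each species were tested. In macaque, 5939 genes listed under a LOC number were given a symbol through NCBI's macaque RefSeq gene table. The paper's removal of genes with zero reads was applied per species in this way because Table 1 keeps genes whose fold changes need a sample without reads. Applied per library, the rule leaves 8301 genes. Mouse and macaque counts were fitted separately with edgeR's quasi-likelihood test after TMM normalization, with the 2 sites as groups and no block for pairs. Genes were called at the paper's thresholds, a false discovery rate under 0.2 after Benjamini-Hochberg adjustment and a fold change over 1.1. The paper's text names no log scale for the fold change, so 1.1 was read on the linear scale, although every mouse and macaque log2 fold change in Table 1 also exceeds it in size. All fold changes are calvaria over tibia, so that a negative value is higher in tibia. Normalized CPM are reads scaled by the tested reads of the library and its TMM factor. A site whose libraries all had 3 reads or fewer of a gene was set to 3 reads, the limit that a count of 0 allows, and where it had no reads the fold change is given as a lower bound. Observed counts of 1 to 3 allow more than 3 reads, so no lower bound is stated for a gene with such counts in that site, and list medians with bounds set it to 3 reads. These limits cover counting error only.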

A principal component analysis (PCA) was conducted on the 12 samples using normalized expression of 1:1:1 orthologs. The result of this analysis showed that samples generally clustered according to species and not by sample site (Figure 1A), which indicates that the phylogenetic divergence is stronger than site differences. 

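Principal components were computed from log2(CPM + 1) of the 10536 tested symbols, since the OrthoDB orthologs were not used here. The first component held 72.6% of the variance and the second 17.4%, and differences between species made up 99.8% and 99.6% of them. The sites first parted on the third component, which held 3.57% of the variance and of which 77.9% lay between sites. On this component the macaque calvariae scored 21.3 (G1), 28.4 (G3) and 35.6 (T1), and the macaque tibias -32.0 (G2), -36.2 (G4) and -11.5 (T2). Rat calvaria scored 23.5 and rat tibia -31.5. In mouse, calvaria M8 scored 36.6, whereas calvaria M4 scored -6.05, closer to the tibias M5 (-13.4) and M7 (-14.8) than to M8. In every species each calvaria library scored above each tibia library. The components describe the libraries and were not tested.

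**Figure D1:**
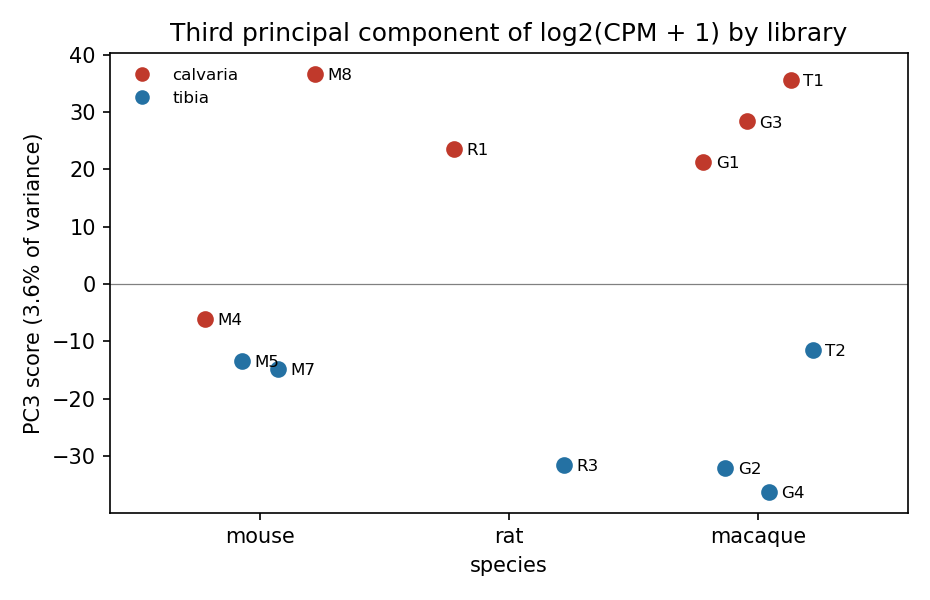
Score of each of the 12 libraries on the third principal component of log2(CPM + 1), by species. Each point is 1 library, with calvaria and tibia in different colors. All calvaria libraries lie above the tibia libraries of their species, and mouse calvaria M4 (-6.05) lies far below M8 (36.6).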

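Pearson's r of log2(CPM + 1) across the same genes was computed for all pairs of libraries, without a test, since genes are not independent replicates. Libraries of 1 species from different sites had r between 0.942 and 0.971 (14 pairs). Libraries of 1 site from different species had r between 0.511 and 0.746 (22 pairs), and the ranges were 0.195 apart. Of the latter, mouse and rat libraries had the highest values (0.706 to 0.746), followed by mouse and macaque (0.525 to 0.572) and by rat and macaque (0.511 to 0.564). Libraries that shared both species and site had r between 0.946 and 0.989 (8 pairs). The lowest of these was between the mouse calvariae M4 and M8, below the highest r between a mouse calvaria and a mouse tibia, 0.968. The median r within species and across sites exceeded the median across species within sites by 0.405. Among the alternatives, keeping only genes with a read in all 12 libraries moved this difference most, to 0.445.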

Similar results can also be seen through pairwise comparisons in a heat-map where samples from the same species but different sites have more similar expression profile than samples of the same sites from a different species (Figure 1B). This could be a consequence of analysis based on the limited 14,308 three-way orthologs that can be mapped 1:1:1 between Rat-Mouse-Macaque, due to incomplete genome annotations at the time OrthoDB was compiled. Therefore, to achieve enough power to detect transcriptome differences between different sites of skeleton across species, the differential expression (DE) analysis was carried out for each species/individual separately and orthologs were then determined using a simpler approach where the ortholog relationship is found through their gene symbols and same direction of gene expression. To this end, we propose a pipeline to determine transcriptome differences across species, which comprises of sequencing reads mapped using HISAT2, DE analysis with the R package edgeR v. 3.16.5, and gene symbols based three-way ortholog pairs determination, followed by Gene Ontology (GO) enrichment analysis conducted with GOrilla, Panther classification system, and DAVID, and Gene Set Enrichment Analysis with GSEA v.2.2.3 (Figure 1C).

**Figure 1:**
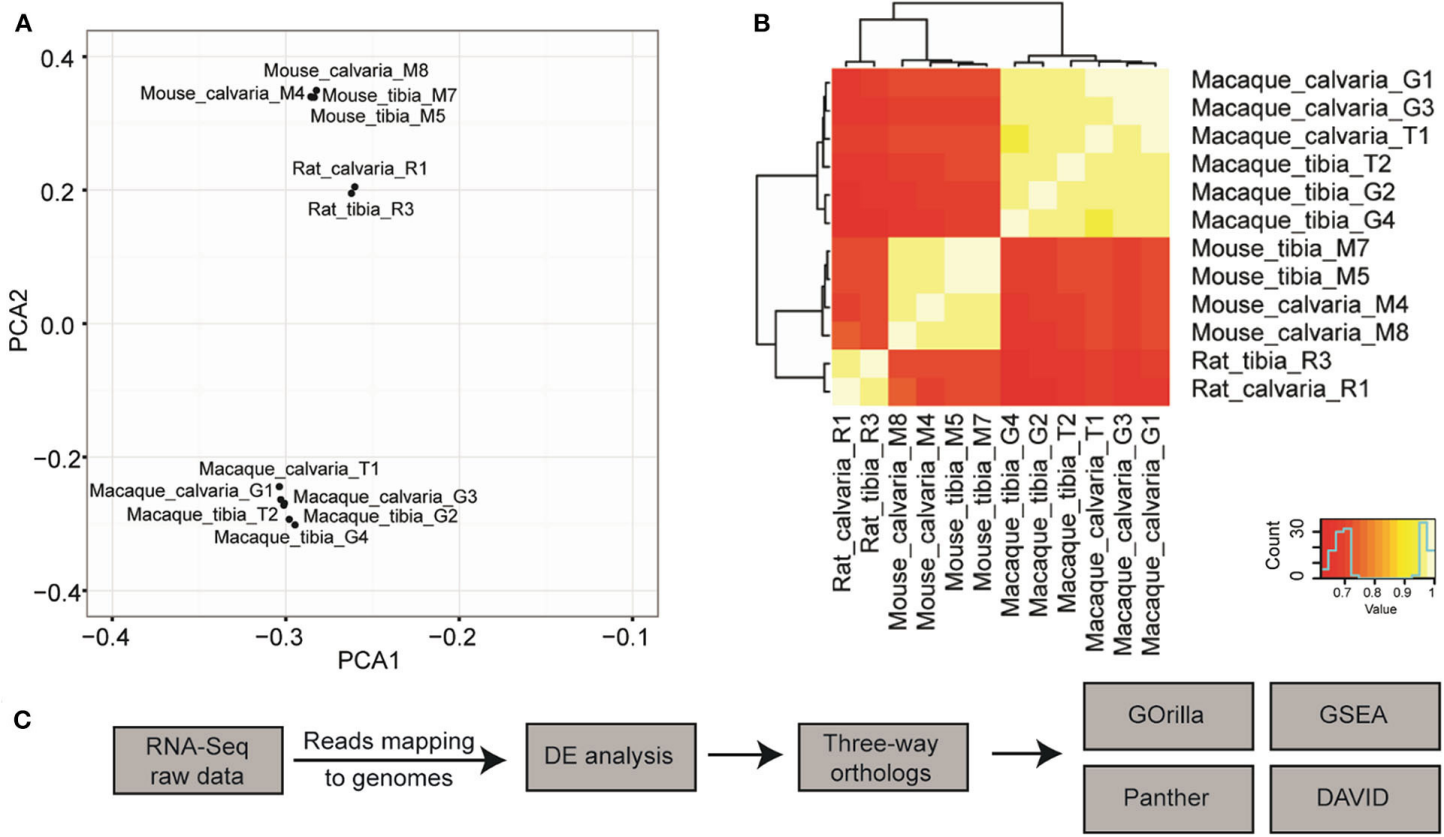
Pipeline design to discover cross species transcriptome signature of osteocytes in tibia and calvaria using RNA-Seq. **(A)** A principal component analysis (PCA) suggested that samples cluster according to species but not to tissue sites (data are based on ortholog triplets determined with OrthoDB). **(B)** Pairwise comparisons in a heat-map suggested samples from the same species but different sites have much more similar expression profile than samples of the same sites from a different species. **(C)** The pipeline to determine cross-species transcriptome signature: Raw RNA-seq data was aligned to relevant genomes using HISAT2. Differential expression (DE) was analyzed with the R package edgeR v. 3.16.5. Three-way ortholog pairs were determined based on gene symbols and the same direction of expression. Gene Ontology (GO) enrichment analysis was conducted with GOrilla, Panther classification system, and DAVID, in addition to Gene Set Enrichment Analysis with GSEA. After raw RNA-Seq data was mapped to relevant genomes, DE expression was performed for each species separately.

### Differential Expression (DE) Analysis

DE expression was analyzed with the R package edgeR v. 3.16.5 for each species separately and differentially expressed genes were defined as genes with a false discovery rate <20% and an absolute fold change higher than 1.1 in mouse and macaque. This is to privilege sensitivity over specificity and highlight broad trends firstly (24). Therefore, 1,187 and 302 differentially expressed genes between tibias and calvariae were found in macaque and mouse, respectively (Figures 2A,B). 

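In mouse, 32 of the 10536 tested genes were differentially expressed, 1 of them higher in calvaria and 31 higher in tibia. In macaque, 2812 genes were differentially expressed, 1481 higher in calvaria and 1331 higher in tibia. With library size alone as the scaling, the larger group was that higher in tibia, with 1759 genes against 1201 higher in calvaria. At an unadjusted p under 0.05 the counts were 788 in mouse and 2735 in macaque. The normalized CPM of the sites did not overlap for any of the 32 mouse genes, and for 40.0% of all tested genes, where chance gives 33.3% with 2 libraries per site. They did not overlap for 2380 of the 2812 macaque genes, and for 30.4% of all tested genes, where chance gives 10%. The mouse count ranged from 2 genes at a false discovery rate under 0.05 to 510 when all mouse symbols were tested, 159 of these higher in calvaria. With edgeR's exact test 342 genes were called, 81 of them higher in calvaria, and with DESeq2 282, of which 62 were. With library size alone 1 of 39 was higher in calvaria, so the share of calvaria genes depended on the setting. A replicate block for assumed pairs gave 63 mouse and 3573 macaque genes, and 78 and 3249 under the other assumed pairing. With the letter of the macaque labels as a batch, the macaque count was 3592. It was 1037 when an absolute log2 fold change over 1.1 was required, 696 higher in calvaria and 341 higher in tibia, and lay between 1730 (without G2) and 3609 (without T2) when 1 library was left out. Among mouse genes that were higher in both tibia libraries than in both calvaria libraries, the smallest p-values belonged to CYTL1, with a log2 fold change of -6.25 (standard error 0.348, adjusted p = 0.0432 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and ANXA8, with -4.33 (standard error 0.268, the same adjusted p). They were followed by CXCL14 (-2.80), CLU (-3.22) and HOXC10. The gene higher in mouse calvaria was MIR451, with a log2 fold change of 2.26 (adjusted p = 0.187 from the same edgeR test). Calvaria M8 held 1859 reads on 4 Y-linked genes and 2 reads on XIST, although the paper describes all animals as female. Among macaque genes without overlap between the sites, those higher in calvaria with small p-values included ORM1, HSPH1, PPBP and DNAJB1, with log2 fold changes of 2.82, 2.83, 4.00 and 2.91 and adjusted p between 1.13e-06 and 3.37e-06 from edgeR's quasi-likelihood test. The smallest p-values among genes higher in tibia belonged to HOXC10 and HOXC4, with no reads in any calvaria library, and to TBX3 (-2.70), FAP (-2.53) and TBX15. Macaque log2 fold changes fell with the exonic length of the gene, with Spearman's rho of -0.254 across genes, which are not independent replicates.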

By comparing gene symbols, there were 64 genes differentially expressed in both macaque and mouse with the same direction of change (Figure 2C). 

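Of the genes called here, 19 were differentially expressed in both mouse and macaque, 16 of them with the same direction of change and 3 with opposite directions. If the calls of the species fell independently of each other, 4.06 genes with the same direction would be expected. For calls in both species whatever their direction, which include all 19 genes, the odds ratio across genes was 4.04 (Fisher's exact test, 2-sided p = 0.000145), as a description. The 15 genes higher in both tibias were BAMBI, BNIP3, CLU, FGF1, FRZB, HOXC10, HOXC6, ID4, MFI2, NDRG1, NT5E, PITX1, PRR15, SOST and TPBG, and MIR451 was higher in both calvariae. In macaque MIR451 was near the threshold (adjusted p = 0.198, edgeR's quasi-likelihood test), and it was not called without G1, G2, G3, G4 or T1 (0.248 to 0.536, the same edgeR test). Over all macaque settings its adjusted p lay between 1.56e-05 (edgeR's quasi-likelihood test with a replicate block) and 0.536. Erythroid markers as a list were also higher in calvaria, with a median of 2.36 in macaque and 0.46 in mouse (-0.44 without M8). A difference in erythroid RNA was therefore not excluded for MIR451. In rat the log2 ratio of MIR451 was -0.64, whereas the erythroid median was 0.89. ID4 was not called in macaque without G1, G3 or G4 (0.220 to 0.326, the same edgeR test). In TPBG, for example, the log2 fold change was -2.38 in mouse (standard error 0.215, adjusted p = 0.0884 from edgeR's quasi-likelihood test) and -1.79 in macaque (standard error 0.20, adjusted p = 4.15e-05 from the same test), and each tibia library exceeded each calvaria library of its species. The 3 genes with opposite directions, named after their values were seen, were ADIPOQ, CXCL14 and TG, each higher in mouse tibia and in macaque calvaria. The number of shared genes ranged from 0 at a false discovery rate under 0.05 (216 at an unadjusted p under 0.05) to 138 with edgeR's likelihood ratio test, was 119 with the exact test, and was 35 with a replicate block for assumed pairs. Across the 7817 genes with a mean log2 CPM over 1 in both species, Spearman's rho between the mouse and macaque log2 fold changes was 0.262.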

A conventional DE analysis with edgeR was not applied to the pair of rat samples as count dispersion could not be estimated. Instead, log2([cpm calvaria]/[cpm tibia]) >2 was selected as a threshold, which gave 946 DE genes in rat. 

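The rat ratio was computed as the log2 of calvaria over tibia CPM with 1 read added to every gene and without a TMM factor, and genes past 2 in either direction were counted. Of the 10536 tested genes, 754 passed, 81 higher in calvaria and 673 (89.3%) higher in tibia. With 1 library per site, the ratio compares these libraries and has no replicate check. Adding 0.5 reads gave 936 genes and adding 5 reads gave 403. Lowering the threshold to 1 gave 2449 genes, and ratios over all symbols of the rat table gave 1864. With TMM factors 641 genes passed, of which 80.8% were higher in tibia. Spearman's rho across genes between the rat ratio and the log2 fold change was 0.295 for mouse and 0.422 for macaque.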

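Of the 16 genes that changed in the same direction in mouse and macaque, 9 also passed the rat threshold in that direction. These were BAMBI, BNIP3, FGF1, HOXC10, NDRG1, NT5E, PITX1, PRR15 and TPBG, all higher in tibia. Their rat log2 ratios lay between -6.88 (HOXC10) and -2.22 (NT5E), although PITX1 had only 4 reads in rat tibia and none in rat calvaria. When the rat ratio of each of the 16 genes was replaced by that of a random gene matched on rat expression, 1.12 three-species genes were found on average, and 0 of 10000 draws reached 9. Settings that called more genes in mouse gave more three-species genes, 58 with the exact test and 62 with the likelihood ratio test, and a replicate block for assumed pairs gave 23. At a false discovery rate under 0.05 the count was 0, and at an unadjusted p under 0.05 in mouse and macaque it was 65.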

By comparing gene symbols, there were 32 genes across all three species sharing same direction of gene expression (Figure 2D), with specifically interested genes annotated in Figures 2A,B. The list of genes with all quantitative data were ranked in a descending order in Table 1, based on fold changes of gene expression between calvariae and tibias.

**Figure 2:**
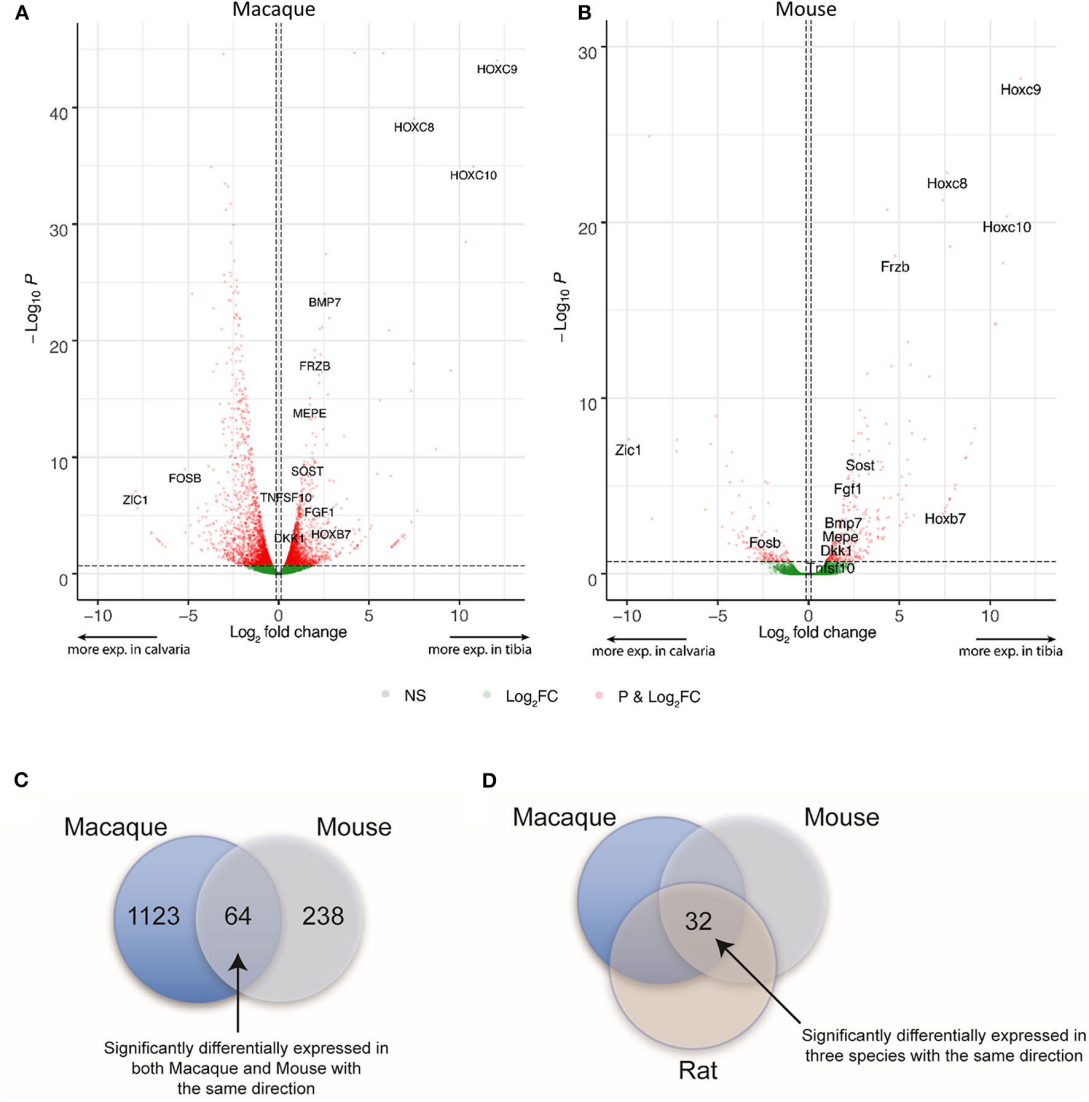
Differential expression (DE) and orthologs analysis. After raw RNA-Seq data was mapped to relevant genomes, DE expression was performed for each species separately. For macaque and mouse, genes with a false discovery rate <20% and an absolute fold change higher than 1.1 between samples from tibias and calvariae were defined as having significantly differential expression. **(A,B)** The distribution of transcriptomes were shown in the volcano plots built based on Log2 FC and FDR, with significant altered genes marked in red and specifically interested genes annotated. **(C)** There were 1,187 and 302 significantly DE genes in macaque and mouse, respectively. There are 64 genes sharing the same direction of expression in both macaque and mouse. **(D)** For rat, log2([cpm calvaria]/[cpm tibia]) > 2 was regarded as significantly DE, which produced 946 DE genes in rat. By comparing gene symbols, there were 32 genes common to all three species that shared same direction of gene expression.

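Of the 32 genes in the paper's Table 1, 26 were among the tested genes. HOXC9, HOXC8 and HOXC5 had no macaque row that was used here, CNR1 and EPS8L2 had no macaque reads, and DKK1 had no rat reads. All 26 had the direction of Table 1 in mouse, and the 24 with more than 3 reads in some macaque library had it in macaque. In mouse, 8 of the 26 were called by edgeR's quasi-likelihood test, and 25 by the exact test. In macaque, 22 were called by the quasi-likelihood test and 23 by the exact test. Over all 31 tested genes that the paper names in its tables, figures or text, 30 in mouse and 28 in macaque were under a false discovery rate of 0.2 when adjusted over the list alone, against 9 and 26 when adjusted over all genes. The study chose this list on the same samples, so the first counts are not independent evidence. Excluding genes at the limit of 3 reads in 1 site, the log2 fold changes of Table 1 genes lay between -5.70 and 2.41 in mouse (22 genes) and between -3.88 and -0.86 in macaque (20 genes). No Table 1 gene changed sign in mouse with any 1 library left out, nor in macaque, except that ZIC1 had no macaque reads left without G1, which held both of its 2 reads. Without calvaria M4 the mouse fold change moved for 15 of the 31 tested genes that the paper names, and without calvaria M8 for 8. RGS5 differed between the species in the counts used here. Its mouse log2 CPM was 4.22, against 7.10 in Table 1, where its mouse fold change is larger in size. The species difference of RGS5 may therefore rest on the mouse counts used. The normalized CPM of RGS5 was 24.4 ± 4.37 in mouse calvaria and 30.3 ± 1.09 in mouse tibia (SD, n = 2), with a log2 fold change of -0.31 (standard error 0.244, adjusted p = 0.778 from edgeR's quasi-likelihood test). In macaque it was 300.6 ± 52.8 in calvaria and 960.0 ± 239 in tibia (SD, n = 3), with a log2 fold change of -1.68 (standard error 0.210, adjusted p = 9.73e-05 from the same edgeR test). In rat, 29 of the 32 genes passed the threshold.

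**Figure D2:**
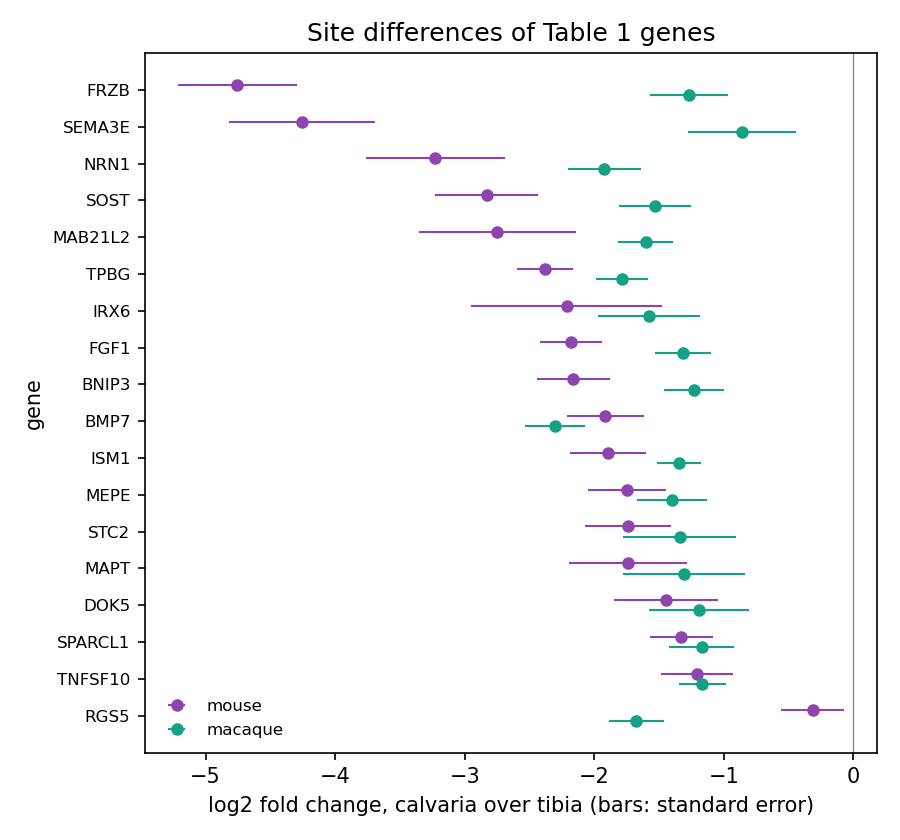
Log2 fold changes of calvaria over tibia (horizontal axis) for the 18 Table 1 genes with a fold change in both mouse and macaque, from edgeR's quasi-likelihood fits. Points are fold changes and bars their standard errors, mouse in purple and macaque in green. All 18 lie below 0, and RGS5 lies nearest to 0 in mouse, at -0.31.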

**Table 1:** Genes sharing same direction of expression across three species (fold changes: calvaria over tibia).

	**Mouse**				**Macaque**				**Rat**		
	**logFC**	**logCPM**	**PValue**	**FDR**	**logFC**	**logCPM**	**PValue**	**FDR**	**CalvariaCPM**	**TibiaCPM**	**logFC**
HOXC9	−11.461493	4.0162301	8.01E-35	3.49E-31	−12.093574	5.0752142	7.15E-92	9.34E-88	0.1155338	27.7679897	−7.908963
IRX6	−2.279972	1.4212221	0.00174	0.1	−1.402094	2.4464369	0.00274	0.026	0.1155338	13.1126618	−6.826501
HOXC10	−10.738161	3.3064527	1.35E-26	2.93E-23	−10.803944	3.8065122	8.99E-47	1.96E-43	0.1155338	11.5699957	−6.645929
SEMA3E	−4.317833	3.5107122	2.17E-09	0.000000979	−1.256249	3.673995	0.000165	0.00273	0.1155338	7.9704415	−6.108272
HOXB7	−7.320998	0.1523548	0.0000104	0.00158	−3.350367	2.6031017	0.000000242	0.00000997	0.1155338	6.6848864	−5.854516
HOXC8	−8.578174	3.5611009	1.84E-27	4.81E-24	−7.493305	4.434895	3.35E-60	8.76E-57	0.1155338	5.9135534	−5.677638
TPBG	−2.449335	5.0845007	4.99E-13	3.83E-10	−1.781059	7.5889234	2.53E-13	3.93E-11	12.5931881	420.3765108	−5.060967
MAB21L2	−2.804119	1.6192526	0.000818	0.0595	−1.492797	4.7572048	1.11E-08	0.000000654	0.4621353	15.2981054	−5.048894
TBX18	−3.963703	2.9364331	8.65E-12	5.38E-09	−2.096215	0.7654256	0.0096	0.0676	0.693203	19.6689927	−4.826501
HOXC4	−5.411878	2.2721266	2.19E-10	0.000000124	−10.099025	3.1225023	1.19E-32	1.72E-29	0.3466015	8.356108	−4.591481
BMP7	−2.1987	4.5219894	9.17E-08	0.0000309	−2.434476	5.5399996	1.05E-13	1.77E-11	0.5776692	11.6985512	−4.339943
CNR1	−2.11486	1.6430663	0.000758	0.0563	−4.091067	0.6839788	0.0000267	0.000591	7.8563009	156.7091641	−4.318096
ISM1	−1.955616	5.9237582	9.81E-08	0.0000313	−1.340313	6.5592803	1.73E-11	1.92E-09	0.3466015	6.4277754	−4.21297
BNIP3	−2.108116	5.7664539	2.86E-08	0.0000116	−1.293536	6.6212956	0.0000138	0.000333	4.8524211	81.3756365	−4.06782
FGF1	−2.150014	5.0883888	4.88E-10	0.000000255	−1.229602	5.3376589	0.000000446	0.0000172	0.1155338	1.9283326	−4.060967
MEPE	−1.718209	9.4859049	0.0000159	0.00225	−1.415031	13.2160688	0.00000899	0.000231	395.2412537	5455.767199	−3.786977
DKK1	−1.675265	7.2375087	0.0000542	0.00673	−1.164476	7.5887557	0.0000137	0.000331	0.8087369	9.3845521	−3.536546
HOXB5	−4.060927	−0.4653591	0.00303	0.144	−3.905861	0.5559288	0.00205	0.021	0.1155338	1.2855551	−3.476004
RGS5	−1.14423	7.098667	0.000229	0.0213	−1.689813	9.7182745	1.62E-11	1.81E-09	1.0398045	9.1274411	−3.133898
EPS8L2	−1.885136	2.9125401	0.0000969	0.0103	−2.152398	0.3353361	0.0063	0.0494	1.9640752	13.3697728	−2.767053
MAPT	−1.752134	4.6115873	0.00112	0.0732	−1.352051	4.3814725	0.0000594	0.00117	13.0553235	86.5178568	−2.72836
SOST	−2.816051	12.2756927	7.77E-08	0.0000282	−1.592744	14.2838757	2.27E-12	2.9E-10	0.3466015	1.9283326	−2.476004
DOK5	−1.482686	2.8671925	0.0033	0.153	−1.322071	2.0727781	0.00451	0.0386	7.3941655	38.6952079	−2.387696
TNFSF10	−1.247027	3.5784116	0.00218	0.116	−1.149214	5.9821759	5.53E-08	0.00000268	0.8087369	3.9852207	−2.300917
VLDLR	−1.540378	6.2706147	0.00325	0.152	−1.199284	3.2402898	0.00158	0.0172	5.661158	27.7679897	−2.294254
SPARCL1	−1.409078	5.4723974	0.0000207	0.0029	−1.148213	6.921351	0.0000776	0.00146	109.1794752	517.4359193	−2.244679
HOXC5	−7.603457	0.3874172	0.00000282	0.000518	−6.992112	0.3315997	0.00000136	0.0000455	0.3466015	1.5426661	−2.154076
STC2	−1.726491	4.0178768	0.0000843	0.00922	−1.364338	2.3536737	0.00431	0.0372	2.5417444	11.1843292	−2.137588
NRN1	−3.169334	4.2319677	0.000000107	0.0000331	−1.856955	5.2077827	1.52E-08	0.000000857	1.9640752	8.613219	−2.132702
FRZB	−4.718328	5.175902	4.95E-22	6.47E-19	−1.280146	7.8660153	0.000431	0.00603	0.693203	2.9567767	−2.092675
FOSB	2.561736	2.5506365	0.00000287	0.00052	5.180265	6.7767497	1.01E-11	1.18E-09	13.7485265	1.9283326	2.833851
ZIC1	7.040348	2.6521869	9.23E-08	0.0000309	7.91982	1.0259272	1.09E-09	8.36E-08	1.1553384	0.1285555	3.167852

### Gene Ontology (GO) Enrichment Analysis

To identify enriched GO terms in this list of shared DE genes, GO enrichment analysis using the web-based GOrilla application was performed first based on the 64 DE genes shared between macaque and mouse. DE genes in rat were then taken into account for quantitative analysis. Results suggested that a group of genes (HOXA7, HOXA11, HOXC4, HOXC8, HOXC9, HOXC10, ZIC1) are enriched in pattern specification process at the level of biological process (Figures 3A,B). These enriched genes are mainly binding sequence-specific DNA as their molecular function (Figure 3C) and located in nuclear part of the cellular component (Figure 3D).

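Of these 7 genes, HOXC4, HOXC10 and ZIC1 were among the tested genes. HOXC4 lies on mouse chromosome 15 from 103018934 to 103036852 (GRCm38, GENCODE vM21). It had 0 and 4 reads in the mouse calvariae M4 and M8 against 144 and 109 in the tibias, a log2 fold change of -5.70 (standard error 0.940, adjusted p = 0.274 from edgeR's quasi-likelihood test), and it was called by the exact test, the likelihood ratio test, DESeq2 and with a replicate block. In macaque it had no calvaria reads and 170, 175 and 217 tibia reads, at least 54.0-fold higher in tibia (adjusted p = 2.05e-06 from the same edgeR test). In rat it had 3 reads in calvaria and 81 in tibia. HOXA7 and HOXA11 had no reads in either rat library and were tested only when all symbols of a species were used. On mouse chromosome 6, HOXA7 spans 52214491 to 52221854 and HOXA11 52242106 to 52245810. HOXA7 had a log2 fold change of -3.33 in mouse and -3.39 in macaque (adjusted p = 0.000652 and 2.24e-05 from edgeR's quasi-likelihood test over all symbols). HOXA11 had no reads in mouse calvaria and 282 and 167 in mouse tibia, at least 65.0-fold higher in tibia. No macaque row was used for HOXA11. All 11 tested HOX genes were higher in tibia in both mouse and macaque, with 2 and 10 of them called. All 11 had this direction also with RLE factors, with DESeq2 and with library size alone. With genes at the limit of 3 reads set to their bound, the median log2 fold change of the 11 genes was -2.72 in mouse and -3.88 in macaque. As a list, they ranked lower in calvaria than other genes by camera with a preset correlation of 0.01 (adjusted p = 5.51e-14 in mouse and 5.15e-13 in macaque). By fry the adjusted p was 0.00394 and 1.18e-05, and with an estimated correlation 0.0763 and 0.0498. The pattern specification genes that were tested had a camera adjusted p of 0.0481 in mouse and 0.000645 in macaque, on 3 genes that the study picked from these libraries. In rat all 11 HOX genes were higher in tibia, and their median log2 ratio lay below those of all 10000 random lists matched on expression.

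**Figure D3:**
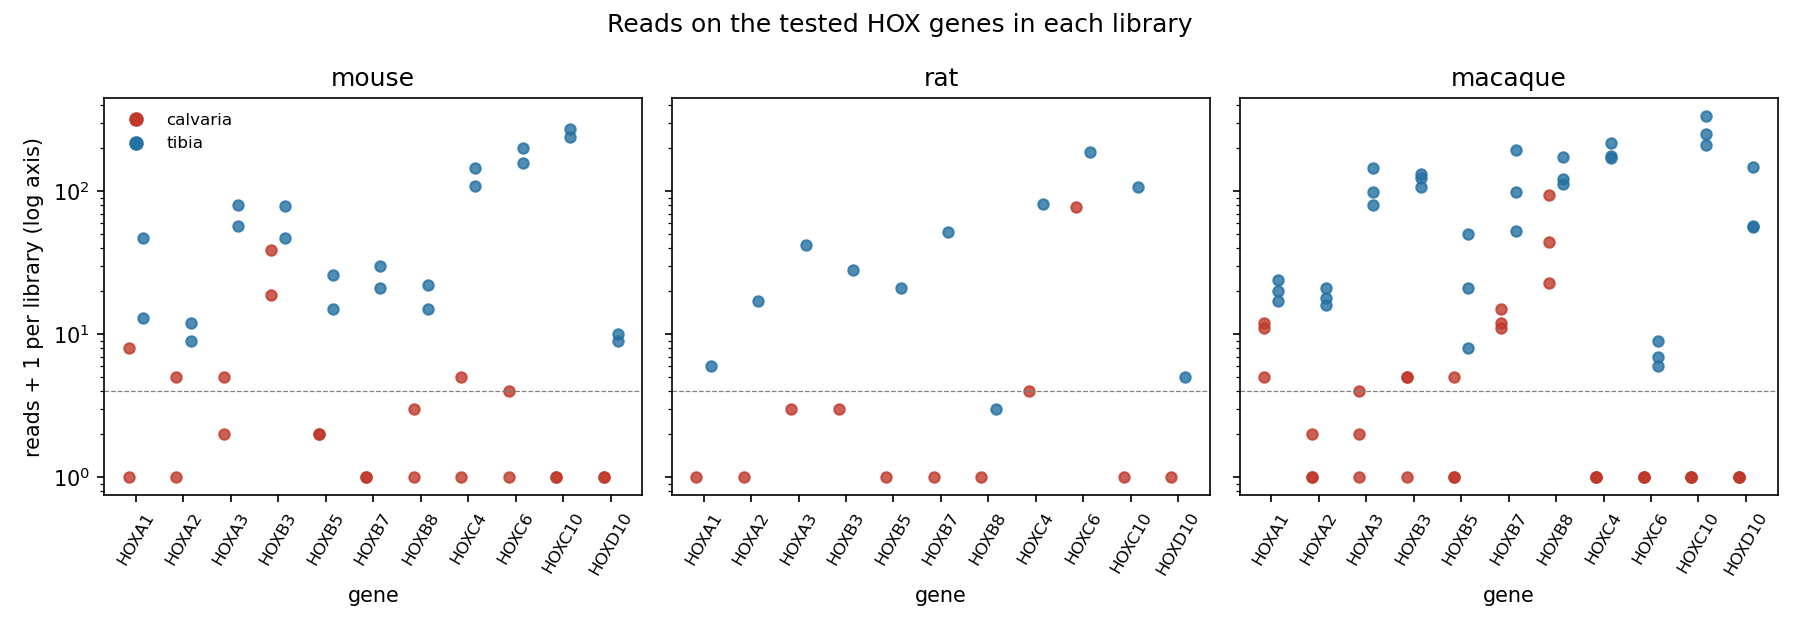
Reads plus 1 (log axis) on each of the 11 tested HOX genes in each library, by species, with calvaria and tibia libraries as separate points. The dashed line is the limit of 3 reads. In mouse and macaque every tibia library lies above every calvaria library for HOXC10 and HOXC4.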

**Figure 3:**
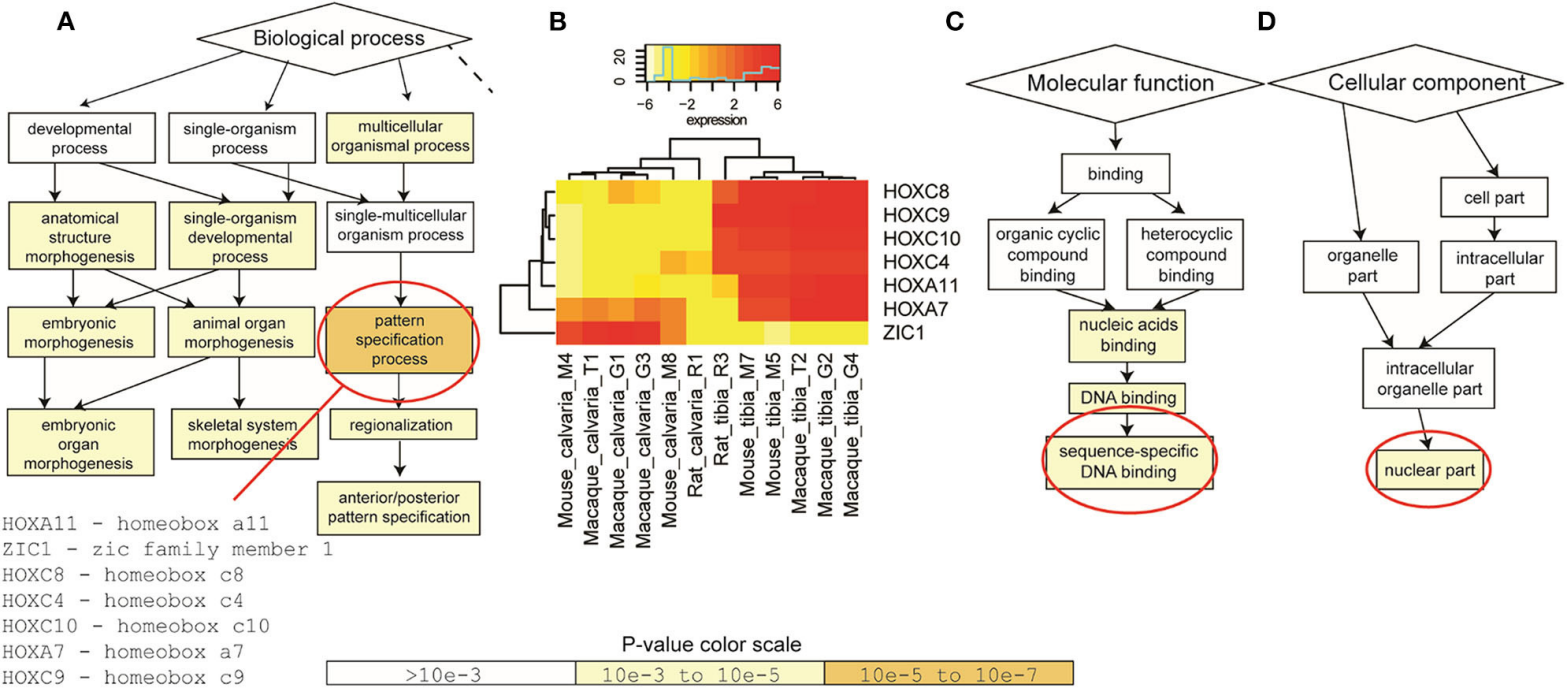
Gene Ontology (GO) enrichment analysis. GOrilla application was firstly performed on the 64 DE genes shared between macaque and mouse. DE genes in rat were then taken into account when quantitative analysis was performed. **(A)** At the level of biological process, a group of genes (HOXA7, HOXA11, HOXC4, HOXC8, HOXC9, HOXC10, ZIC1) were enriched in pattern specification process. **(B)** These genes were significantly up-regulated in tibias in all three species, apart from ZIC1. **(C)** These enriched DE genes mainly bind sequence-specific DNA as their molecular function and **(D)** located in nuclear part of the cellular component. *P*-value color scale for **(A,C,D)**.

Gene function analysis with the PANTHER classification system suggested these DE genes mainly function in the biological processes of organismal development and morphogenesis (Table 2), not surprisingly in skeletal system development and morphogenesis (Figures 4A,B). This result is also consistent with the GSEA analysis which suggests in the tibia that there are multiple gene sets involved in skeletal development and morphogenesis. 

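Table 2 assigns 17 genes to skeletal system development, of which 12 were tested here, and 9 to skeletal system morphogenesis, of which 5 were tested. The study picked both lists from these libraries, so tests of them are not independent evidence. All 12 and all 5 genes were higher in tibia in mouse and in macaque. With genes at the limit of 3 reads set to their bound, the median log2 fold change of the 12 genes was -2.43 in mouse, where 3 were called, and -2.24 in macaque, where 11 were called. By camera the adjusted p was 4.37e-18 in mouse and 2.34e-12 in macaque, and by fry 0.00393 and 1.18e-05. For the 5 genes of skeletal system morphogenesis the median was -2.05 in mouse, with 0 called but all 5 at an unadjusted p under 0.05, and -2.40 in macaque, with all 5 called (camera, adjusted p = 1.31e-07 and 2.63e-07). TBX15 had a normalized CPM of 36.4 ± 2.74 in macaque calvaria and 191.9 ± 53.4 in tibia (SD, n = 3), a log2 fold change of -2.40 (standard error 0.219, adjusted p = 8.35e-06 from edgeR's quasi-likelihood test). In mouse its log2 fold change was -1.84 (standard error 0.527, adjusted p = 0.546 from the same edgeR test), and it was -2.83 without calvaria M4 and -1.26 without calvaria M8. PITX1 had no reads in any calvaria library. It was at least 22.1-fold higher in mouse tibia and was called there, but not under the filterByExpr filter (adjusted p = 0.245, edgeR's quasi-likelihood test). In macaque tibia it had 4, 14 and 2 reads and was at least 2.03-fold higher, but it was not called without G4 (adjusted p = 0.301, the same edgeR test). MATN3 changed sign in macaque, from -0.61 to 0.52, when T2 was left out, and had 3 reads in rat calvaria and none in rat tibia. In rat, 11 of the 12 genes and all 5 were higher in tibia.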

PANTHER protein class analysis confirms the results by GOrilla analysis that many of these genes belong to the family of homeobox transcription factor and are DNA binding proteins.

**Table 2:** Gene function in biological process analysis with the PANTHER classification.

**Term**	**Genes**
Regulation of animal organ formation	FGF1, DKK1, BMP7, HOXA11
Regulation of multicellular organismal development	HOXA7, MAPT, CNR1, FRZB, TBX18, SOST, FGF1, MEIS2, DKK1, HOXB7, BMP7, SEMA3E, VLDLR, GAL, MEPE, EAF2, HOXA11, TPBG
Regulation of multicellular organismal process	HOXA7, STC2, MAPT, CNR1, STC1, FRZB, TBX18, SOST, FGF1, MEIS2, DKK1, HOXB7, CLU, BMP7, SEMA3E, VLDLR, GAL, MFAP4, MEPE, EAF2, HOXA11, MYL4, TPBG
Embryonic skeletal system morphogenesis	HOXA7, TBX15, HOXC9, HOXB7, BMP7, HOXB5, HOXA11
Skeletal system morphogenesis	HOXA7, TBX15, STC1, HOXC9, HOXB7, BMP7, HOXB5, HOXC8, HOXA11
Animal organ morphogenesis	HOXA7, TBX15, STC1, FRZB, HOXC9, FGF1, HOXB7, BMP7, HOXB5, ZIC1, HOXC4, HOXC8, HOXA11
Single-organism developmental process	HOXA7, STC2, MAPT, TBX15, CNR1, STC1, FRZB, HOXC9, NRN1, HOXC10, TBX18, FGF1, MEIS2, DKK1, HOXB7, CLU, BMP7, CRABP1, MECOM, TNFSF10, SEMA3E, DOK5, VLDLR, HOXB5, GAL, AK4, CECR2, ZIC1, HOXC4, BNIP3, HOXC5, MEPE, MAB21L2, MATN3, HAPLN1, HOXC8, HOXA11, PITX1, ZIC2
Developmental process	HOXA7, STC2, MAPT, TBX15, CNR1, STC1, FRZB, HOXC9, NRN1, HOXC10, TBX18, FGF1, MEIS2, DKK1, HOXB7, CLU, BMP7, CRABP1, MECOM, TNFSF10, SEMA3E, DOK5, VLDLR, HOXB5, GAL, AK4, CECR2, ZIC1, HOXC4, BNIP3, SPARCL1, HOXC5, MEPE, MAB21L2, MATN3, HAPLN1, HOXC8, HOXA11, PITX1, ZIC2
Animal organ development	HOXA7, STC2, TBX15, STC1, FRZB, HOXC9, HOXC10, FGF1, MEIS2, DKK1, HOXB7, BMP7, MECOM, TNFSF10, VLDLR, HOXB5, AK4, CECR2, ZIC1, HOXC4, BNIP3, MEPE, MAB21L2, HOXC8, HOXA11, PITX1, ZIC2
Anatomical structure development	HOXA7, STC2, MAPT, TBX15, CNR1, STC1, FRZB, HOXC9, NRN1, HOXC10, TBX18, FGF1, MEIS2, DKK1, HOXB7, CLU, BMP7, CRABP1, MECOM, TNFSF10, SEMA3E, DOK5, VLDLR, HOXB5, GAL, AK4, CECR2, ZIC1, HOXC4, BNIP3, SPARCL1, HOXC5, MEPE, MAB21L2, MATN3, HAPLN1, HOXC8, HOXA11, PITX1, ZIC2
System development	HOXA7, STC2, MAPT, TBX15, CNR1, STC1, FRZB, HOXC9, NRN1, HOXC10, TBX18, FGF1, MEIS2, DKK1, HOXB7, CLU, BMP7, MECOM, TNFSF10, SEMA3E, DOK5, VLDLR, HOXB5, GAL, AK4, CECR2, ZIC1, HOXC4, BNIP3, HOXC5, MEPE, MAB21L2, MATN3, HAPLN1, HOXC8, HOXA11, PITX1, ZIC2
Multicellular organism development	HOXA7, STC2, MAPT, TBX15, CNR1, STC1, FRZB, HOXC9, NRN1, HOXC10, TBX18, FGF1, MEIS2, DKK1, HOXB7, CLU, BMP7, CRABP1, MECOM, TNFSF10, SEMA3E, DOK5, VLDLR, HOXB5, GAL, AK4, CECR2, ZIC1, HOXC4, BNIP3, HOXC5, MEPE, MAB21L2, MATN3, HAPLN1, HOXC8, HOXA11, PITX1, ZIC2
Single-multicellular organism process	HOXA7, STC2, MAPT, TBX15, CNR1, STC1, FRZB, HOXC9, NRN1, HOXC10, TBX18, SOST, FGF1, MEIS2, DKK1, HOXB7, CLU, BMP7, CRABP1, MECOM, TNFSF10, SEMA3E, DOK5, VLDLR, HOXB5, GAL, AK4, CECR2, ZIC1, HOXC4, BNIP3, HOXC5, MEPE, MAB21L2, MATN3, HAPLN1, HOXC8, HOXA11, PITX1, ZIC2
Multicellular organismal process	HOXA7, STC2, MAPT, TBX15, CNR1, STC1, FRZB, HOXC9, NRN1, HOXC10, TBX18, SOST, FGF1, MEIS2, DKK1, HOXB7, CLU, BMP7, CRABP1, MECOM, TNFSF10, SEMA3E, DOK5, VLDLR, HOXB5, GAL, AK4, CECR2, ZIC1, HOXC4, BNIP3, HOXC5, MEPE, MAB21L2, MATN3, FOSB, HAPLN1, HOXC8, HOXA11, PITX1, MYL4, ZIC2
Anatomical structure morphogenesis	HOXA7, TBX15, STC1, FRZB, HOXC9, NRN1, HOXC10, FGF1, DKK1, HOXB7, CLU, BMP7, SEMA3E, DOK5, VLDLR, HOXB5, CECR2, ZIC1, HOXC4, MAB21L2, HOXC8, HOXA11, PITX1
Skeletal system development	HOXA7, TBX15, STC1, FRZB, HOXC9, HOXC10, HOXB7, BMP7, HOXB5, HOXC4, HOXC5, MEPE, MATN3, HAPLN1, HOXC8, HOXA11, PITX1
Embryonic skeletal system development	HOXA7, TBX15, HOXC9, HOXB7, BMP7, HOXB5, HOXC5, HOXA11
Embryo development	HOXA7, TBX15, FRZB, HOXC9, HOXC10, DKK1, HOXB7, BMP7, HOXB5, CECR2, ZIC1, HOXC4, HOXC5, MAB21L2, HOXA11, PITX1
Embryonic organ morphogenesis	HOXA7, TBX15, FRZB, HOXC9, HOXB7, BMP7, HOXB5, ZIC1, HOXC4, HOXA11
Embryonic morphogenesis	HOXA7, TBX15, FRZB, HOXC9, HOXC10, DKK1, HOXB7, BMP7, HOXB5, CECR2, ZIC1, HOXC4, MAB21L2, HOXA11, PITX1
Embryonic organ development	HOXA7, TBX15, FRZB, HOXC9, HOXB7, BMP7, HOXB5, ZIC1, HOXC4, HOXA11
Anterior/posterior pattern specification	HOXA7, HOXC9, HOXC10, DKK1, HOXB7, HOXB5, HOXC4, HOXC5, HOXC8, HOXA11
Regionalization	HOXA7, HOXC9, HOXC10, DKK1, HOXB7, HOXB5, HOXC4, HOXC5, HOXC8, HOXA11
Pattern specification process	HOXA7, STC1, HOXC9, HOXC10, DKK1, HOXB7, BMP7, HOXB5, ZIC1, HOXC4, HOXC5, HOXC8, HOXA11
Negative regulation of developmental process	HOXA7, STC2, MAPT, FRZB, TBX18, SOST, MEIS2, DKK1, BMP7, SEMA3E, GAL, BNIP3, MEPE, EAF2
Positive regulation of transcription, DNA-templated	HOXA7, HOXC10, SOST, FGF1, MEIS2, HOXB7, BMP7, MECOM, HOXB5, GAL, ZIC1, EAF2, FOSB, HOXA11, PITX1, ZIC2
Positive regulation of nucleic acid-templated transcription	HOXA7, HOXC10, SOST, FGF1, MEIS2, HOXB7, BMP7, MECOM, HOXB5, GAL, ZIC1, EAF2, FOSB, HOXA11, PITX1, ZIC2
Positive regulation of RNA biosynthetic process	HOXA7, HOXC10, SOST, FGF1, MEIS2, HOXB7, BMP7, MECOM, HOXB5, GAL, ZIC1, EAF2, FOSB, HOXA11, PITX1, ZIC2
Regulation of transcription from RNA polymerase II promoter	HOXA7, TBX15, HOXC10, TBX18, SOST, FGF1, MEIS2, DKK1, HOXB7, BMP7, VLDLR, HOXB5, GAL, ZIC1, HOXC5, EAF2, FOSB, HOXC8, PITX1

**Figure 4:**
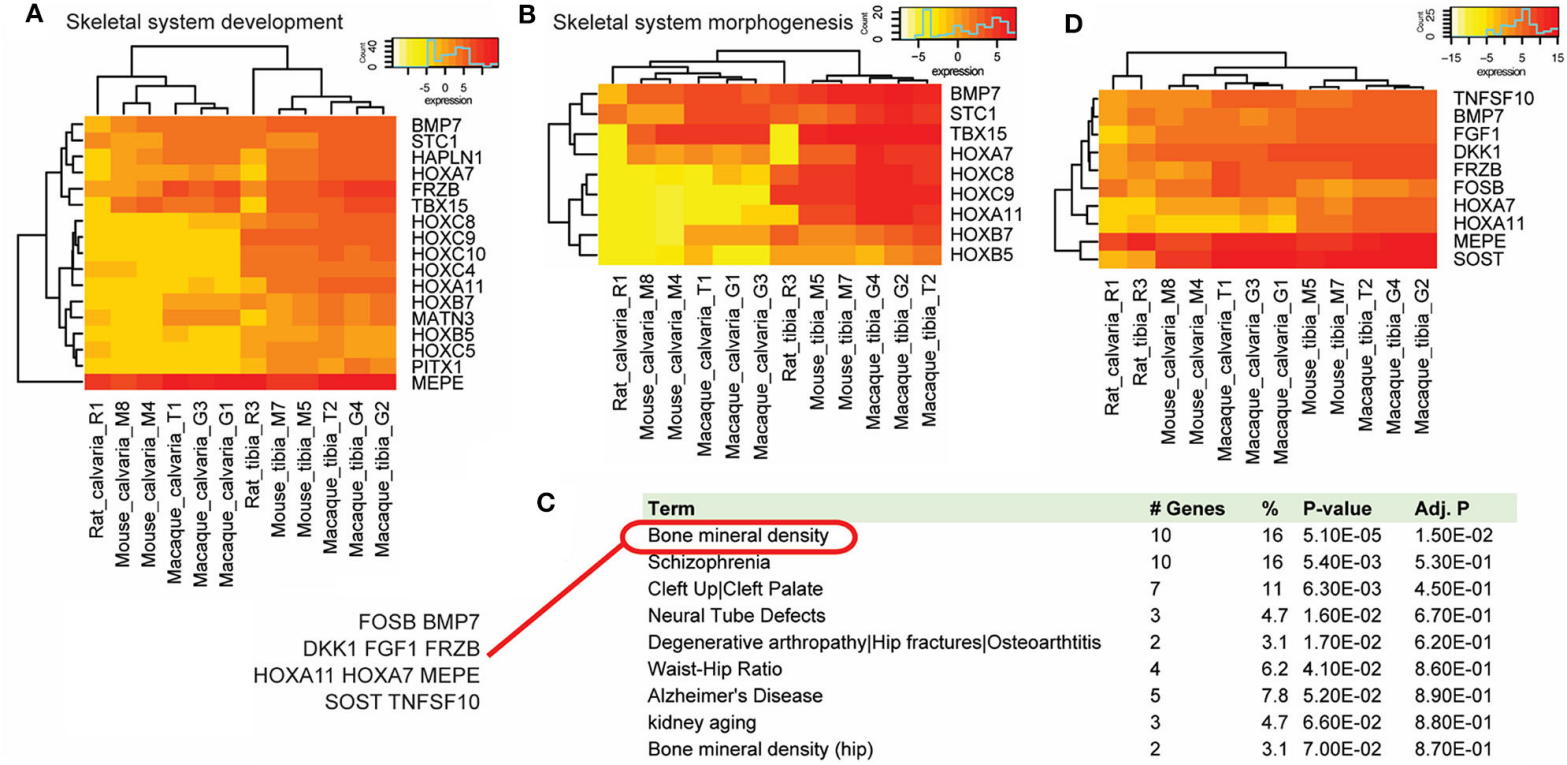
Gene function analysis. Gene function analysis with the PANTHER classification system and DAVID. PANTHER analysis suggested a list of DE genes that were up-regulated in osteocytes from tibias across species in biological processes of skeletal system development **(A)** and morphogenesis **(B)**. **(C)** Functional gene annotations using DAVID suggested that 10 cross-species DE genes (FOSB, BMP7, DKK1, FGF1, FRZB, HOXA11, HOXA7, MEPE, SOST, and TNFSF10) were implicated genes in bone mineral density related diseases, which ranks the top of the list. **(D)** Among these DE genes, only FOSB was down-regulated in tibias in all three species.

Using the DAVID bioinformatics resources, functional gene annotations suggest that many of these DE genes are disease implicated genes. 

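Of the genes in the group annotated to bone mineral density, FOSB, BMP7, FGF1, FRZB, MEPE, SOST and TNFSF10 were tested, and the study picked them from these libraries. The median log2 fold change of these 7 genes was -1.91 in mouse and -1.31 in macaque, with 6 higher in tibia in each (camera, adjusted p = 5.86e-07 and 2.88e-05; fry, adjusted p = 0.0316 and 0.00393). In mouse 3 were called and in macaque all 7. With a replicate block for assumed pairs, macaque FOSB was not called (adjusted p = 0.247 and 0.263 under the pairings, edgeR's quasi-likelihood test). FRZB, a secreted Wnt antagonist, had a normalized CPM of 2.97 ± 1.85 in mouse calvaria and 81.5 ± 0.239 in tibia (SD, n = 2), a log2 fold change of -4.75 (standard error 0.457, adjusted p = 0.0884 from edgeR's quasi-likelihood test). In macaque its log2 fold change was -1.27 (standard error 0.299, adjusted p = 0.0111 from the same edgeR test), and the difference between the species passed an interaction test (adjusted p = 0.00369 over the genes the paper names and 0.0389 over all genes, edgeR's quasi-likelihood test). FGF1 had log2 fold changes of -2.18 in mouse (standard error 0.241, adjusted p = 0.132) and -1.31 in macaque (standard error 0.216, adjusted p = 0.000904), both from edgeR's quasi-likelihood test, and a rat log2 ratio of -4.07. BMP7 had -1.91 in mouse and -2.30 in macaque, MEPE -1.75 and -1.40, and TNFSF10 -1.21 and -1.17. These 3 genes were called in macaque (adjusted p between 1.77e-05 and 0.00303, edgeR's quasi-likelihood test) but not in mouse, where the adjusted p was 0.260, 0.306 and 0.451 and edgeR's exact test called all 3. Their rat log2 ratios were -4.31 for BMP7 and -3.77 for MEPE, and TNFSF10 had 2 reads in rat calvaria and 16 in rat tibia. DKK1 had 1317 and 617 reads in mouse calvaria and 2872 and 3261 in mouse tibia, between 600 and 1284 in macaque calvaria and between 2290 and 2576 in macaque tibia, and none in either rat library. Over all symbols its log2 fold change was -1.55 in mouse and -1.13 in macaque (adjusted p = 0.0333 and 0.000121 from edgeR's quasi-likelihood test).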

Bone mineral density ranks the top of the disease list and includes 10 shared DE genes (FOSB, BMP7, DKK1, FGF1, FRZB, HOXA11, HOXA7, MEPE, SOST, and TNFSF10) (Figure 4C), many of which associate with the Wnt signaling pathway. Among these DE genes, all but FOSB were up-regulated in tibias in all three species (Figure 4D).

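FOSB lies on mouse chromosome 7 from 19302696 to 19310051 (GRCm38, GENCODE vM21). It had 112 and 113 reads in mouse calvaria and 29 and 19 in mouse tibia, a normalized CPM of 11.6 ± 1.36 against 2.16 ± 0.355 (SD, n = 2). The log2 fold change of 2.41 (standard error 0.399) was not called by edgeR's quasi-likelihood test over the tested genes (adjusted p = 0.274) but was when all mouse symbols were tested (adjusted p = 0.0249). Over all settings of the edgeR and DESeq2 tests its adjusted p ranged from 0.000153 to 0.299. In macaque, where its model covers 1042 exonic bases against 3963 in mouse, it had 5, 1 and 3 reads in calvaria and none in tibia, at least 1.13-fold higher in calvaria (adjusted p = 0.146 from edgeR's quasi-likelihood test). It was not called in 5 of the 6 fits that left out 1 macaque library, without G1, G2, G4, T1 or T2 (adjusted p between 0.207 and 0.337, edgeR's quasi-likelihood test). In rat it had 221 reads in calvaria and 20 in tibia, a log2 ratio of 3.27. The other 6 tested genes of the bone mineral density group were higher in every tibia library than in every calvaria library of mouse and macaque. For macaque FRZB this held only narrowly. Calvaria T1 had 1760 FRZB reads of 5805555 tested reads, and tibia T2 had 2191 of 6824364. After scaling these 2 libraries were nearly equal, so their order is not firm. The rat log2 ratio was -1.91 for FRZB and -1.54 for SOST (5 and 15 reads), short of the threshold. From the genes that share a direction in all 3 species, the paper concludes that a defined set of genes is regulated differently between calvaria and tibia, and proposes that this set accounts for most of the site specificity.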

## Discussion

The results of our experiments show a clearly defined set of genes that are regulated differently in the calvaria and tibia across mouse, rat, and macaque. Given the different physiological functions and responses to stimuli of bone cells at these two sites, there is a compelling case that these 32 candidates account for the bulk of this site specificity, although the mechanisms by which they do this are not completely clear. The results of the comparisons of the macaque paired samples are likely to be closer to human physiology than rodents because both are primates and therefore more related. However, the analysis of differences across species allows us to identify candidates that have a high likelihood of being broadly based regulators of mammalian site-specific differences rather than those only in any one of the separate species. Specifically, our analysis shows that samples cluster according to species more than to bone sample site (Figure 1A). We can interpret this to mean that the impact of phylogenetic divergence on these samples is stronger than any site-specific differences. This difference could be due to fundamental regulatory differences in the skeleton of different species, e.g., different functional units within compact bone. However, because of species differences, we believe the genes we have identified are representative of site specific rather than other differences. Using a single species for analysis could therefore affect the power to detect important general site-specific differences in expression, as any calvaria-tibia difference would have to be larger than the gene expression divergence between species. That inference is perhaps unsurprising, but it has important implications on likely relevance of our data when compared with studies performed in only one species (10, 11).

The bioinformatic analysis of the data provided robust results within and across species. Even where a conventional differential expression (DE) analysis could not be applied to the pair of rat samples (because count dispersion could not be estimated), we were able to use a different method to assess significant DE, identifying 946 DE rat genes. The segregation of our data into patterning genes (HOXA7, HOXA11, HOXC4, HOXC8, HOXC9, HOXC10, ZIC1) and 8 others known to be related to the regulation of bone mass and architecture (FOSB, BMP7, DKK1, FGF1, FRZB, MEPE, SOST, and TNFSF10).

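HOXC8, HOXC9 and HOXC10 lie next to each other on mouse chromosome 15 (GRCm38, GENCODE vM21), HOXC10 from 102966796 to 102971893, HOXC9 from 102976439 to 102985099 and HOXC8 from 102990607 to 102994111, all on the forward strand. The authors' counting did not use strand, so reads of overlapping antisense transcripts would be included. HOXC10 had no calvaria reads in any species. In mouse it had 272 and 239 reads in the tibia libraries, at least 75.4-fold higher than in calvaria, and in macaque 252, 212 and 336 reads, at least 76.4-fold higher. In rat it had 107 reads in tibia, at least 39.0-fold higher. HOXC9 had no calvaria reads in mouse or rat. Its 471 and 398 reads in mouse tibia were at least 128-fold higher and its 306 reads in rat tibia at least 111-fold higher. HOXC8 had 3 reads in calvaria M4 and none in M8, against 366 and 342 in mouse tibia. In rat it had 46 reads in tibia and none in calvaria, at least 16.8-fold higher. Macaque rows for HOXC8 and HOXC9 were not used here. These bounds are set by the depth of the calvaria libraries, and expression in calvaria below the limit of 3 reads was not detectable.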

We show that some of these genes (i.e., HOXC8, HOXC9, HOXC10) are almost exclusively expressed in tibias, at levels >64-fold higher than in calvariae. This is consistent with other studies that suggested HOX genes are pivotal in patterning the axial and appendicular skeleton, particularly for embryonic long bone development (33–39). This is consistent with their participation in cartilage differentiation in the process of endochondral ossification which is the way that long bones grow, but is not involved in the intramembranous ossification that leads to the formation of the flat bones of the skull (39–45). The involvement of a large group of HOX transcription factors indicates that the site-specific difference in regulating response to mechanical loading by osteocytes is partly a genetically determined baseline structure since embryonic stage.

Using the DAVID bioinformatics resources to identify DE genes involved in diseases, we found bone mineral density diseases ranking the top of the list and include implicated genes: BMP7, DKK1, FGF1, FRZB, MEPE, SOST, FOSB, and TNFSF10 (or TRAIL). Most of these genes code for secreted proteins and are up-regulated in osteocytes from tibias except FOSB. This list includes not only anabolic factors that would be expected to increase bone density (BMP7, FGF1, FRZB, and FOSB) but also catabolic factors (DKK1, SOST, MEPE, TNFSF10) with roles in bone remodeling, skeletogenesis and patterning (46–52). More interestingly, many of these genes, including FRZB (53, 54), BMP (55), FGF (56), DKK1 (57, 58), SOST (59), and MEPE (60–62), have long been shown to regulate skeletal development in association or crosstalk with the canonical Wnt signaling (55, 63). The identification of these bone mineral density and Wnt signaling-related, soluble proteins suggests osteocytes at different sites response to mechanical loading differently via potential paracrine and/or endocrine agents. Upon response to strain, osteocytes regulate bone remodeling with precisely tuned balance between anabolic and catabolic effects, targeting both osteoblasts and osteoclasts. 

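SOST, which encodes the Wnt antagonist sclerostin, lies on mouse chromosome 11 from 101962458 to 101967015 (GRCm38, GENCODE vM21). Its normalized CPM was 1475 ± 642 in mouse calvaria and 10491 ± 2495 in mouse tibia (SD, n = 2), a log2 fold change of -2.83 (standard error 0.396, adjusted p = 0.199 from edgeR's quasi-likelihood test, just under the threshold). With 1 library left out at a time, it stayed between -3.36 and -2.44. It was no longer called under edgeR's filterByExpr filter (adjusted p = 0.256, edgeR's quasi-likelihood test) or when a read was required in every library (adjusted p = 0.348, the same test), and over all settings of the edgeR and DESeq2 tests the lowest adjusted p was 4.35e-10. In macaque it was 283.6 ± 132 in calvaria and 820.3 ± 79.2 in tibia (SD, n = 3), a log2 fold change of -1.53 (standard error 0.278, adjusted p = 0.00195 from the same edgeR test), on a gene model of 1066 exonic bases against 2187 in mouse. The difference between the species was -1.32 on the log2 scale and did not pass an interaction test at 0.05 (adjusted p = 0.108 over the genes the paper names, edgeR's quasi-likelihood test). That test was not run with a block for assumed pairs, so it does not exclude a difference. In every mouse and macaque tibia library SOST was higher than in every calvaria library of the species. Osteocyte markers as a list had a median log2 fold change of -1.0 in mouse and, with bounds, -0.29 in macaque. A different share of osteocyte RNA in the libraries of the sites was therefore not excluded for SOST, MEPE or DKK1. Rat SOST had 5 reads in calvaria and 15 in tibia.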

Intriguingly, Sost^−/−^ mice were shown to have resistance to mechanical unloading-induced bone loss and exhibited high bone mass (64), which underscores our results that Sost is less expressed in the skull (with its insensitivity to disuse) but is more expressed in the tibia which requires significant mechanical loading to maintain mass. Moreover, this is also reflected by pathological conditions caused by disrupting transcription of the SOST gene and subsequently Wnt signaling, such as sclerosteosis and the van Buchem syndrome (VBCH). Both these two closely related diseases feature generalized sclerosis, including the enlargement of the skull which endures lower physical mechanical strains (65–67). All these indicate that the canonical Wnt signaling pathway dictates skeletal site differences through regulating bone's adaptive response to mechanical loading (16, 68). This could be achieved by osteocytes through a Sost-dependent feedback mechanism of maintaining quiescent bone-lining cells which are the main source of osteoblasts in adulthood (69, 70). However, other possible pathways could not be overlooked, for example, zinc finger protein of cerebellum (Zic) family member transcription factor Zic1, one of only two down-regulated gene in tibias in our study. Although not annotated by DAVID as a bone mineral density disease implicated gene, ZIC1 has been suggested a site-specific expression pattern by osteocytes and to act as a link between mechanosensing and Wnt signaling (71). 

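ZIC1 lies on mouse chromosome 9 from 91358058 to 91365810 (GRCm38, GENCODE vM21). It had 201 reads in mouse calvaria M4 and 35 in M8, and none in either mouse tibia library, at least 41.7-fold higher in calvaria. Its spread between the calvaria libraries was wide, with a normalized CPM of 11.5 ± 10.8 (SD, n = 2). It was not called by edgeR's quasi-likelihood test over the tested genes (adjusted p = 0.376) but was by the exact test, and its adjusted p ranged from 2.15e-07 to 0.403 over all settings of the edgeR and DESeq2 tests. In rat it had 19 reads in calvaria and none in tibia, at least 5.80-fold higher. In macaque, where its model covers 1792 exonic bases against 5664 in mouse, only 2 reads were counted, both in calvaria G1, so that no fold change can be given and a difference was not detectable at this depth.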

The lower expression of ZIC1 in tibias suggests a potential negative feedback pathway in osteocyte in response to mechanical stimuli.

We recognize that the lack of additional technical validation and low number of biological replicates impacts on the strength of the conclusions that can be drawn from the study and the potential targets we have identified need to be confirmed and explored using *in vitro* models and transgenic mice in future. We can conclude that a relatively small number of genes are differentially expressed between two skeletal sites in multiple species: results that are consistent with some but not all differences found by others exploring site-specific differences in the skeleton and our data cast new light onto possible mechanisms for those differences as well as potential future clinical benefits. The approach we have used appears to have advantages over microarray studies in a single species, allowing greater refinement of data to identify key regulators of the site-specific characteristics of the skeleton. This has been underscored by a very recent study using scRNA-Seq, suggesting that osteoblasts isolated from calvaria and cortical long bone in mice have similar transcriptomes (12), although the authors suggest that changes after isolation of the cells may have contributed to the lack of differences identified. To impact upon bone pathology, therapies to make long bones behave more like the flat bones of the skull in respect of their susceptibility to loss in response to aging, disuse, and hormonal or nutritional changes could provide powerful methods to maintain bone strength throughout life and provide a strong biological explanation for the promising development of sclerostin antibodies for the treatment of osteoporosis (72, 73).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the local Research Ethics Committee of the University of Sheffield (Sheffield, UK). All the procedures were performed under a British Home Office project license (PPL 40/3499) and in compliance with the UK Animals (Scientific Procedures) Act 1986.

## Author Contributions

TS and GR: study design. NW and CN: study conduct and data collection. NW, NL, and TS: data analysis and interpretation. NW and TS: drafting manuscript. NW, CN, GR, and TS: approving final version of manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Cross-Species RNA-Seq Study Comparing Transcriptomes of Enriched Osteocyte Populations in the Tibia and Skull
**Source:** Front Endocrinol (Lausanne). 2020 Sep 24;11:581002. doi: 10.3389/fendo.2020.581002
**Supplement:** Supplementary file 1

Supplementary Table 1. Metrics of Sequencing Results

| Lane | Sample | Index | Yield (Mbp) | #Cluster | %Q30 | Mean Q |
| --- | --- | --- | --- | --- | --- | --- |
| 3 | M4 | ATCACG | 3 519 | 28 151 014 | 86.37 | 33.19 |
| 3 | M5 | ACTTGA | 3 865 | 30 918 272 | 88.43 | 33.97 |
| 3 | M7 | CGATGT | 3 334 | 26 672 680 | 88.31 | 33.89 |
| 3 | M8 | GATCAG | 3 230 | 25 836 835 | 88.81 | 34.03 |
| 3 | R1 | TGACCA | 3 541 | 28 328 809 | 88.28 | 33.93 |
| 3 | R3 | TAGCTT | 3 275 | 26 202 885 | 87.37 | 33.67 |
| 3 ∑ 20 764 ∑ 166 110 495 | | | | | | |
| 4 | G1 | TTAGGC | 2 905 | 23 236 452 | 90.27 | 34.40 |
| 4 | G2 | GATCAG | 3 401 | 27 204 378 | 90.23 | 34.34 |
| 4 | G3 | TGACCA | 3 032 | 24 255 735 | 88.72 | 33.85 |
| 4 | G4 | TAGCTT | 3 298 | 26 381 528 | 89.31 | 34.06 |
| 4 | T1 | CGATGT | 3 190 | 25 520 142 | 89.90 | 34.25 |
| 4 | T2 | ACTTGA | 3 661 | 29 290 443 | 90.39 | 34.44 |
| 4 ∑ 19 487 ∑ 155 888 678 | | | | | | |
| **∑ 40 251 ∑ 321 999 173** | | | | | | |

Remarks:

• Sequences are demultiplexed according to the 6 bp index code with 1 mismatch allowed.

• "Yield (Mbp)": number of bases called in mega bases.

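Clusters are the spots of amplified DNA on the sequencing flow cell, each of which yields 1 read. In the supplement's metrics the 12 libraries had between 23236452 and 30918272 clusters, and the share of bases with a high quality score lay between 86.4% (M4) and 90.4% (T2). Set against these clusters, the reads counted on genes made up between 53.9% and 55.3% in mouse, 50.3% and 46.7% in rat calvaria and tibia, and between 29.9% and 36.6% in macaque. Macaque libraries therefore had fewer reads on genes than the rodent libraries at a similar number of clusters.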

• "%Q30": represents the percentage of bases with a quality score of at least 30 (inferred base call accuracy of 99.9%).

How the deposited data were processed for this re-analysis (not part of the article)

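RNA was sequenced from osteocyte-enriched bone of the calvaria and the tibia of mouse (4 libraries), rat (2) and rhesus macaque (6). The authors removed the periosteum, digested the bone with collagenase and froze it, and spun the marrow out of the rodent tibias. They mapped the reads with HISAT2 and counted them with HTSeq-count on the merged exons of each gene, without regard to strand. As deposited, each table gives for every library a raw count of reads per gene, to which the authors applied no normalization or filter. Beside it stands a normalized signal of the authors, which equals the count times 1 constant per library; it was not used. The exonic length of each gene was used for checks of length.

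Rows that named no gene were left out, and they held between 0.00261% and 0.0663% of the reads of a library. Symbols were put in upper case and rows with the same symbol were summed. In the macaque table 17111 of 29600 rows carried LOC symbols, of which 10237 were in the RefSeq table used here, and 5939 received a symbol that was unique and not already present. That RefSeq table belongs to a newer macaque assembly than the one the paper names, so only names were taken from it. Mouse coordinates are those of GENCODE vM21 on GRCm38, the build the paper calls by its UCSC name. The 10536 tested genes held between 60.8% and 70.1% of the reads of a library, and the 10 most abundant genes held between 12.3% and 29.7%.

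Mouse and macaque were fitted separately with edgeR 4.0.16 in R 4.3.3 (TMM factors, estimated dispersions, quasi-likelihood fit and test, Benjamini-Hochberg adjustment). The TMM factors lay between 0.956 and 1.05 in mouse and between 0.939 and 1.07 in macaque. The common biological coefficient of variation was 0.293 in mouse and 0.259 in macaque. A gene was called at a false discovery rate under 0.2 and a fold change over 1.1. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Where every library of a site had 3 reads or fewer, that site was set to 3 reads, and where this held for both sites no fold change is given. A lower bound is stated only where the site had no reads, since observed counts of 1 to 3 allow more than 3 reads. List medians with bounds set such sites to 3 reads in either case. Bounds cover counting error only. The rat ratio used 1 added read and a log2 threshold of 2, without TMM factors and without replicates. A test of the species by site interaction was fitted over the 10 mouse and macaque libraries.

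Named genes were those of Table 1, those the paper names in its figures or text as results, and the 5 genes with the smallest p-values in each direction and species among called genes without overlap between the sites. A gene that meets this rule is not reported here. Counts of named genes and adjustments over the list alone cover only those that the paper names, except where all 43 tested named genes are given. Marker lists for marrow, erythroid, muscle, cartilage, brain and meninges, osteoblast, osteoclast and osteocyte cells, secreted Wnt antagonists, Wnt target genes, immediate early genes and HOX genes, 4 lists from the paper and a list of sex-linked genes were tested or described. A list of heat shock genes was added after the data were seen. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry beside it. In rat a list's median was ranked among 10000 random lists matched on expression. The tests, the thresholds, the 17 lists, the rule for named genes and all alternatives but 3 were set before the data were examined. The exceptions are the macaque symbols as printed, the rat library size over all rows naming a gene, and the correction for exonic length. The alternatives were 13 settings of the mouse and macaque fits, 7 of the rat ratio, and fits without each library.

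The paper states that tibia and skull were paired, and the pairs were assumed in the settings with a replicate block. After site means were taken out, macaque deviations correlated across 8262 genes with r of 0.170 for G1 and G2, 0.270 for G3 and G4 and 0.409 for T1 and T2, against -0.326 to 0.0683 for other calvaria and tibia libraries. Genes are not independent replicates, and in mouse this check is uninformative. The steps were tested on simulated data made from these libraries with 200 changed genes of a log2 fold change of 2 in mouse and macaque. The quasi-likelihood test called 184 of them in mouse and 198 in macaque, and unchanged genes made up 14.8% and 18.5% of the calls. The simulated counts had no scatter of the dispersion among genes of like expression, and only genes above a minimum mean count were changed. In simulated mouse data the exact and likelihood ratio tests each called 187 of the changed genes. On the real mouse libraries they called 342 and 395 genes against 32 by the quasi-likelihood test. The simulation therefore does not measure the power of the mouse fit. The interaction test found 121 of 200, with unchanged genes making up 5.47% of its calls. Camera found a changed list of 15 genes, simulated at a log2 fold change of 1, in both species. In rat the simulated log2 change was 3, above the threshold of 2, and the noise was that of sampling alone. The ratio called all 200 genes and 38 unchanged genes, 16.0% of its calls. The length correction was not tested in this way. DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were also used. OrthoDB orthologs and the PANTHER, DAVID and GSEA analyses were not used here.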

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

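The tests of explanations given here were chosen only after the results were seen, and the interaction test was not.

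Of the 31 tested genes that the paper names, 3 differed in their site effect between mouse and macaque by edgeR's interaction test, adjusted over these genes alone. The log2 difference, mouse minus macaque, was -3.51 for FRZB (standard error 0.627, adjusted p = 0.00369), -3.42 for SEMA3E (standard error 0.737, adjusted p = 0.00894) and 1.35 for RGS5 (standard error 0.349, adjusted p = 0.0233, edgeR's quasi-likelihood test). Adjusted over all 43 named genes, as the rule set before the data were examined defines them, the values were 0.00102, 0.00275 and 0.00969 (the same edgeR test). Over all genes FRZB alone of these 3 was under 0.05 (adjusted p = 0.0389, against 0.0633 and 0.117, the same edgeR test), and 49 genes were under it in all. Leaving out any 1 library did not close the gap between the species, which stayed at 2.45 for FRZB, 2.35 for SEMA3E and 1.04 for RGS5, so that no single library decides these differences. Without macaque calvaria T1, SEMA3E was called in macaque (log2 fold change -1.30, adjusted p = 0.103, edgeR's quasi-likelihood test). The mouse log2 CPM of RGS5 was 4.22 here against 7.10 in Table 1, so its difference may rest on the mouse counts used. The lane, the genome and its annotation, the pooling of animals and the age differ between the species together with the species itself, so a biological difference stays open and untested.

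The other 12 named genes were chosen for small p-values in 1 species, so the interaction test on them is not independent evidence. Of these, 7 differed between the species when adjusted over all 43. The log2 difference, mouse minus macaque, was -3.29 for CXCL14, -2.18 for CLU, -1.94 for ORM1, -2.03 for HSPH1, -3.84 for PPBP, -2.72 for DNAJB1 and 2.39 for FAP. Their adjusted p lay between 1.91e-06 (CXCL14) and 0.00137 (HSPH1 and FAP) over the named genes. Over all genes it lay between 0.000468 and 0.0518, with HSPH1 (0.0506) and FAP (0.0518) above 0.05 (edgeR's quasi-likelihood test). A single library is excluded as the cause, since the ranges of the species with each library left out stayed apart by at least 1.35, the gap of FAP. The lane, the genome, the pooling and the age stay confounded with the species here too, and a biological difference was not tested.

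Mouse calvaria M8 held 1859 reads on Y-linked genes (DDX3Y 1049, EIF2S3Y 512, UTY 200 and KDM5D 98), and the other 3 mouse libraries held none. The paper describes the mice as female. XIST had 2 reads in M8 against 11106, 15771 and 12083 in M4, M5 and M7. These 4 genes had reads in M8 alone, and USP9Y, ZFY1 and ZFY2 had none in any mouse library. A small share of male RNA in a female pool is excluded, since XIST in M8 was at 0.0175% of the mean of the others. RNA from a pool made largely or wholly of male animals is a candidate explanation, and whether animals or a label were exchanged was not tested.

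Haematopoietic marrow markers, which the paper does not discuss, had a median log2 fold change of 1.75 in macaque (16 genes, 15 higher in calvaria, 14 called; camera adjusted p = 2.58e-09, fry adjusted p = 0.0152). Erythroid markers had a median of 2.36 (6 of 6 higher in calvaria; camera adjusted p = 6.60e-08). The list held between 5.99% and 9.16% of tested reads in calvaria and between 1.35% and 2.55% in tibia. The most abundant members were CAMP, with a normalized CPM of 39298 ± 9824 in calvaria and 7345 ± 3311 in tibia (SD, n = 3), and S100A8, with 31661 ± 7789 and 5748 ± 2224. Normalization is excluded as the cause, since the median of both lists was 1.76 with library size alone. Every calvaria library was above every tibia library for 81.8% of the markers, which is consistent with more marrow cells in the macaque calvaria libraries. Of the 16 markers, MMP9 is also on the osteoclast list. Whether the marrow came with the bone or differs between the sites in the animal was not tested.

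Skeletal muscle markers had a median log2 ratio of -6.35 in rat, below all 10000 random lists matched on expression. Of the 14 markers, 100.0% were higher in tibia. The most abundant were TNNC2, with 18 reads in calvaria and 3020 in tibia, and ACTA1, with 25 and 2588. Muscle left on the rat tibia is a candidate explanation, and the 14 genes together held 0.220% of tested tibia reads. With 1 library per site, a difference between the sites and a difference between the preparations cannot be separated.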

How the results depend on the processing

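None of the tests here was chosen after its result was seen, apart from the settings named as such. The count of mouse genes, 32 in the reported fit, moved in both directions. It was 7 with a read required in every library, 510 over all mouse symbols, 282 with DESeq2, 342 with the exact test, 395 with the likelihood ratio test, 2 at a false discovery rate under 0.05 and 20 with macaque symbols as printed, a setting chosen after seeing the data. Against 9 in the reported fit, genes named by the paper and called in mouse numbered 2, 34, 27, 29, 29, 0 and 5 in the same order. The stricter threshold gives fewer calls by construction, and for the other settings the cause was not tested. With a read in every library, SOST was still tested in mouse but no longer called (adjusted p = 0.348, edgeR's quasi-likelihood test).

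With a replicate block, pairing A gave 63 mouse genes, 35 shared genes, 23 three-species genes and 14 genes named by the paper and called in mouse, and pairing B gave 78, 40, 26 and 17. The macaque count rose to 3573 and 3249 with the pairings, and to 3592 with the label letter as a batch. The pairs were assumed, and the cause was not tested.

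Shared mouse and macaque genes numbered 10 with filterByExpr, 5 with a read in every library, 112 over all symbols, 92 with DESeq2, 119 with the exact test, 138 with the likelihood ratio test, 10 with symbols as printed and 0 at a false discovery rate under 0.05, where 216 had an unadjusted p under 0.05. Three-species genes numbered 5, 3, 50, 46, 58, 62, 5 and 0 in the same order, and 14 with library size alone.

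The macaque count was 1325 at a false discovery rate under 0.05 and 1037 at an absolute log2 fold change over 1.1. It ranged from 1730 to 3609 genes across the 6 fits that each left out 1 library, lowest without G2 and highest without T2. In these fits shared genes ranged from 14 to 19. The rat count was 403 with 5 reads added, 2449 at a log2 ratio over 1 and 1864 over all rat symbols. The clustering difference was 0.445 with a read in every library. List tests gave 2 calls with an estimated correlation instead of 19, and fry gave 14. The interaction gave 31 genes with RLE factors instead of 49. With library size alone the median log2 fold change of all tested mouse genes moved from 0.04 to -0.08, a shift of over 0.1.

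The log2 fold change of MATN3 in macaque reversed to 0.52 without T2, and lay between -1.25 and 0.52 across the 6 fits. MAPT was no longer called in macaque without G2 (0.276), G3 (0.225) or G4 (0.218), adjusted p-values from edgeR's quasi-likelihood test. FOSB was no longer called in macaque with pairing A (0.247) or pairing B (0.263, the same edgeR test), with DESeq2 (adjusted p = 0.272), or without any 1 library but G3. Of the values for single genes and lists, 984 kept their direction and side of the threshold, 97 became stronger, 59 weaker, 23 moved and 1 reversed. All those that moved were mouse fold changes of genes that the paper names, 15 without calvaria M4 and 8 without calvaria M8. Mouse fits without 1 library leave 1 library at a site, so calls were not made from them. Genes at or under 3 reads in a site have no fold change beyond a bound.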

Differences from the paper's values

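The limits by which levels were judged and the rat library size over all genes were chosen after values were seen, and the other tests given here were not. The paper reports 302 mouse genes, and 32 were found here. Among the alternatives set before the data were examined, DESeq2 (282), the exact test (342) and the likelihood ratio test (395) were within 1.5 times the paper's count, and the others were not. The paper reports 1187 macaque genes, and 2812 were found here. The counts at a false discovery rate under 0.05 (1325), at an absolute log2 fold change over 1.1 (1037) and without G2 (1730) were within 1.5 times the paper's, and the others were not. The paper reports 64 shared genes against 16 here, and only DESeq2 (92) came within 1.5 times. The paper reports 32 three-species genes against 9 here, and DESeq2 (46) and the replicate blocks (23 and 26) came within 1.5 times.

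The rat log2 ratios that differ are those of SEMA3E (paper -6.108272, here -4.57), SOST (paper -2.476004, here -1.54), SPARCL1 (paper -2.244679, here -2.17) and FOSB (paper 2.833851, here 3.27). For FOSB, adding 5 reads gave 3.05, which does not differ. For SPARCL1, none of the alternatives set before the data were examined closed the gap, and the rat library size over all genes, chosen after seeing the data, gave -2.26, which does not differ. No setting closed the gaps of SEMA3E and SOST. The mouse log2 fold change of RGS5 is -1.14423 in the paper and -0.31 here, and no alternative closed this gap.

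The log2 CPM of the paper and those found here differ in mouse for IRX6 (paper 1.4212221, here 0.58) and RGS5 (paper 7.098667, here 4.22). In macaque they differ for SEMA3E (paper 3.673995, here 2.16), TBX18 (paper 0.7654256, here -3.72), RGS5 (paper 9.7182745, here 8.74), MAPT (paper 4.3814725, here 1.76), SOST (paper 14.2838757, here 8.56), VLDLR (paper 3.2402898, here -1.72), FOSB (paper 6.7767497, here -2.55) and ZIC1 (paper 1.0259272, here -4.72).

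The paper gives genes of the bone mineral density group other than FOSB as higher in tibia in all species, and HOXA7, HOXA11 and DKK1 had no rat reads here, while the rat ratios of SOST and FRZB (-1.91) fell short of the threshold. The paper lists RGS5 as differentially expressed in mouse, and it was not called here in any setting. It lists SEMA3E, TBX18, VLDLR and ZIC1 as differentially expressed in macaque, and these were not called here, TBX18, VLDLR and ZIC1 in no setting. SEMA3E was called in macaque by the exact test, the likelihood ratio test, with library size alone, with a read in every library, with both replicate blocks, with the label letter as a batch and without calvaria T1. FOSB was not called here in mouse, but was over all symbols, with DESeq2, with the exact test and with the likelihood ratio test. The paper gives MATN3 among genes of skeletal development, and it had 3 reads in rat calvaria and 0 in rat tibia here. The exact test called 25 of the 26 tested Table 1 genes in mouse.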

Other observations

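The tests of explanations given here, but for that of gene length, were chosen only after the results were seen. The camera and fry tests of the lists were set before the data were examined. Verdicts on 5 explanations were changed after their values were seen, on the sex of the pools because few called genes decide nothing, on stress in macaque because genes go both ways, on cartilage because COL9A1 has few reads, on mouse muscle because the test was replaced, and on dilution of macaque bone RNA because its test rested on genes with few reads. The limits used to compare levels with Table 1 were chosen after values were partly seen.

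The macaque result was the only 1 of the 10 splits of the 6 libraries with as many called genes, and the other 9 gave 0 genes at the same threshold, with 60 to 775 at an unadjusted p under 0.05. With 10 splits the share cannot fall below 10%. The other splits of the mouse libraries also gave 0 genes, with 209 and 123 at an unadjusted p under 0.05. Macaque log2 fold changes correlated with exonic length across genes (Spearman's rho -0.254), so a length bias may contribute. With the length trend taken out, 2602 genes were called, 2271 of them shared with the same sign, so length is excluded as the whole cause. No called mouse gene lay on X or Y (0 of 30 with a chromosome), which excludes nothing, as about 1 would be expected.

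In mouse the median log2 fold change was -0.07 for immediate early genes (17) and -0.18 for those without FOSB, and 0.12 for heat shock genes. In macaque 67.7% of the immediate early and heat shock genes other than FOSB, HSPH1 and DNAJB1 were higher in calvaria, with immediate early genes at 0.41 and heat shock genes at 0.17. Stress or delay before freezing cannot be told apart from other causes, since members go both ways. The rat medians were -0.43 and 0.03.

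Osteocyte markers had a median of -1.0 in mouse (camera adjusted p = 1.04e-06, fry adjusted p = 0.0944) and, with bounds, -0.29 in macaque (camera adjusted p = 0.0592), and -2.32 in rat. In the same order of species, osteoblast markers had medians of -0.00, 0.27 and -0.03, and osteoclast markers 0.26, 0.64 and -0.17. Dilution of bone RNA by marrow RNA in the macaque calvaria stays open for the osteocyte markers. The osteoblast median was 0.27, but 4 of the 12 genes were higher in tibia. Without genes at or under 3 reads in every library of a site, the medians of the 11 osteoblast and 11 osteocyte genes differed by 0.58 (permutation p = 0.121, two-sided). Over all 12 and 13 genes the fitted medians differed by 1.09 (permutation p = 0.00568, two-sided), a value that depends on fitted fold changes of genes with few reads. The median of the 11 osteoblast genes was -0.12 without T1 and 1.07 without T2. In mouse, macaque and rat, in this order, secreted Wnt antagonists had medians of -0.73, -0.71 and -0.78 and Wnt target genes -0.05, -0.67 and -0.84. Brain and meninges markers had medians of -0.59, -0.56 and -1.13, none past the list threshold in mouse or macaque. In camera, 19 lists passed in mouse or macaque, and 13 of these passed fry. Those not held were mouse cartilage, osteocyte, marrow, muscle and Wnt antagonists and macaque immediate early genes.

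Single libraries also moved other list medians, taken here over members with more than 3 reads in at least 2 libraries of each site. Without M4 the mouse median was -1.81 for osteocyte markers, -2.78 for cartilage, -1.62 for Wnt antagonists, -2.31 for brain and meninges, 0.03 for osteoclast, -0.45 for immediate early and 0.22 for heat shock genes. Without M8 it was 0.70 for osteoclast markers, -0.42 for Wnt antagonists and -0.22 for brain and meninges. Wnt target genes lay between -0.58 and 0.16 in mouse, and muscle markers between 0.28 (without M5) and 2.44 (without M7). In macaque the median was -0.69 for osteocyte markers without T1, -0.07 for Wnt target genes without G4, and -0.28 for muscle markers without G4 and -1.03 without T2. Without T2 it was 1.30 for osteoclast, 0.08 for immediate early and 0.37 for heat shock genes. Macaque cartilage markers lay between -0.42 (without T1) and 0.48 (without T2).

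Cartilage markers had a median of -1.87 in mouse with bounds (camera adjusted p = 3.55e-09, fry adjusted p = 0.0850), 0.0 in macaque and -3.13 in rat. Of 5 abundant cartilage transcripts, 4 were higher in both mouse tibia libraries than in both calvaria libraries. COL9A1 was not, with 21 and 4 reads in calvaria and 17 and 6 in tibia. Cartilage left on the mouse tibia cannot be told apart from a difference between the sites.

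Skeletal muscle markers had a median of 1.10 in mouse (camera adjusted p = 0.00871) and -0.70 in macaque. In mouse, 57.1% of them had exactly 1 calvaria library above both tibia libraries, 14.3% both and 28.6% none, which may reflect muscle on 1 pool. The share of tested reads was 0.592% in M4, 0.308% in M8, 0.0859% in M5 and 0.419% in M7, so that 1 tibia library exceeded 1 calvaria library.

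The mouse calvaria libraries M4 and M8 differed more from each other than some calvaria and tibia libraries did. Depth is excluded as the cause, since among the 2634 genes with the highest mean CPM their r was 0.803, below 0.898 for M4 and M7. Osteoblast markers had a median log2 ratio of -1.21, M8 over M4 (0 of 12 higher), and erythroid markers 1.55 (6 of 6 higher), which is consistent with another mixture of cells in 1 of the pools. The erythroid median in mouse was 0.46 and the marrow median 0.47, but without M8 they were -0.44 (0 of 6 higher in calvaria) and -0.07 (7 of 16 higher), so both medians depend on M8. By share of tested reads, marrow markers held 13.3% in M4 and 17.2% in M8, against 8.91% in M5 and 9.89% in M7. Both mouse calvaria libraries thus exceeded both tibias in the marrow share. The osteoblast median was -0.55 without M4 (0 of 12 higher in calvaria) and 0.54 without M8 (12 of 12). In rat the erythroid and marrow medians were 0.89 and 0.90.

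The share of rat genes past the threshold toward tibia was 80.8% with TMM factors, so library composition is excluded as its cause. The rat tibia reads implied by Table 1 were whole numbers to within rounding. The counts used here equalled them for 4 genes, lay above them for 24 and below them for 4. For 20 of 32 genes the difference was no more than sampling noise, so the same libraries counted on another annotation are a candidate explanation. The largest departures include FGF1, with 14 implied tibia reads against 245, and DKK1, with 72 against 0. In macaque, 20 of 27 genes were within 1 log2 unit of Table 1, 7 were below and 0 above, and in mouse 31 of 32 were within it. The shortfall followed the macaque over mouse exonic length across genes (Spearman's rho 0.443, permutation p = 0.0218, two-sided), and all 7 genes far below have a macaque model under 0.6 of the mouse length, as do 3 others, so short macaque models are a candidate explanation.

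Genes named KDM5D, USP9Y and UTY had reads in all 6 macaque libraries, between 38 and 92, 932 and 1213, and 182 and 241. The paper describes the macaques as female, and reads shared with X-linked homologs or an annotation effect were not excluded. Medians of the paper's own lists in rat were -4.49 for pattern specification, -4.17 for skeletal system development, -4.52 for skeletal system morphogenesis and -2.63 for bone mineral density.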
